# Comparative transcriptomic analysis of roots of contrasting *Gossypium herbaceum* genotypes revealing adaptation to drought

**DOI:** 10.1186/1471-2164-13-680

**Published:** 2012-11-29

**Authors:** Alok Ranjan, Neha Pandey, Deepika Lakhwani, Neeraj Kumar Dubey, Uday V Pathre, Samir V Sawant

**Keywords:** *G.herbaceum* genotypes, Root length, Osmotic stress, Microarray, Pyrosequencing, Gene expression

## Abstract

**Background:**

Root length and its architecture govern the adaptability of plants to various stress conditions, including drought stress. Genetic variations in root growth, length, and architecture are genotypes dependent. In this study, we compared the drought-induced transcriptome of four genotypes of *Gossypium herbaceum* that differed in their drought tolerance adaptability. Three different methodologies, namely, microarray, pyrosequencing, and qRT–PCR, were used for transcriptome analysis and validation.

**Results:**

The variations in root length and growth were found among four genotypes of *G.herbaceum* when exposed to mannitol-induced osmotic stress. Under osmotic stress, the drought tolerant genotypes Vagad and GujCot-21 showed a longer root length than did by drought sensitive RAHS-14 and RAHS-IPS-187. Further, the gene expression patterns in the root tissue of all genotypes were analyzed. We obtained a total of 794 differentially expressed genes by microarray and 104928 high-quality reads representing 53195 unigenes from the root transcriptome. The Vagad and GujCot-21 respond to water stress by inducing various genes and pathways such as response to stresses, response to water deprivation, and flavonoid pathways. Some key regulatory genes involved in abiotic stress such as AP2 EREBP, MYB, WRKY, ERF, ERD9, and LEA were highly expressed in Vagad and GujCot-21. The genes RHD3, NAP1, LBD, and transcription factor WRKY75, known for root development under various stress conditions, were expressed specifically in Vagad and GujCot-21. The genes related to peroxidases, transporters, cell wall-modifying enzymes, and compatible solutes (amino acids, amino sugars, betaine, sugars, or sugar alcohols) were also highly expressed in Vagad and Gujcot-21.

**Conclusion:**

Our analysis highlights changes in the expression pattern of genes and depicts a small but highly specific set of drought responsive genes induced in response to drought stress. Some of these genes were very likely to be involved in drought stress signaling and adaptation, such as transmembrane nitrate transporter, alcohol dehydrogenase, pyruvate decarboxylase, sucrose synthase, and LEA. These results might serve as the basis for an in-depth genomics study of *Gossypium herbaceum*, including a comparative transcriptome analysis and the selection of genes for root traits and drought tolerance.

## Background

During this century, water limitations are likely to increase in agriculture, and hence, the development of crop varieties with better water use efficiency (WUE) is of prime importance in agriculture. The root significantly contributes to the management of water stress and the adaptability of plants to stress [1]. Thus, recently, a significant number of studies focusing on genetic variation in root development and its response to drought and other abiotic stress were reported in wheat [1], soybean [2], and maize [3,4]. Root length depicts the adaptability for drought stress in *Oryza sativa*[5,6]. Larger root systems provide the ability for plants to compete for nutrients, give them support for water uptake, and enable them to survive in water deficiency [7,8]. Root system development and its architectures is determined by intrinsic genetic properties; modulated by various environmental factors, nutrients, and water availability; and presumably governed by many genes [9]. Several genes that control root architecture and development have been identified in *Arabidopsis thaliana*, *Zea mays*, and *Oryza sativa* in recent genetic studies [10-12]. The list of genes includes LBD16/ASL18, LBD29/ASL16, and CRL1/ARL1, which are reported to regulate lateral root formation and help in root gravitropism [10]. Further, RHD3 was reported to be responsible for the formation and elongation of root hairs [13]. The transcription factors HD-ZIP and PLETHORA (PLT) were primarily responsible for the molecular origin of the root and cell-type differentiation [14,15]. Similarly, other transcription factors, namely WRKY75, ZAT6 [16-18], and bHLH32 [19], have been reported to play a critical role in root development and growth under phosphate deficiency. The root plays a vital role in maintaining the physiological condition of plants during water stress. The transpiration rate and stomatal conductance of plants are reduced during drought stress, and they are stimulated by chemical and hormonal signaling before hydraulic signaling in the roots [20]. Various signaling molecules such as auxin and cytokinin are produced in the roots and play a crucial role in shoots during the drought stress in plants [21]. The auxin helps in cell division, tropisms, vascular differentiation, and maintenance of the root meristem [22]. Simultaneously, in response to external stimuli such as drought, it changes the transcriptional programs of specific cells types and transmits the spatial information in different plant organs [23]. Cytokinin signaling is mediated through histidine kinase pathways in root tissues under the drought condition [24]. Cytokinin regulates the pattern formation and differentiation of the vascular tissue of roots during root development [25]. Various signal transduction cascades mediating hormonal signaling in response to nutrient deprivation and drought stress and their transcriptional responses have been elucidated from microarray and transcriptome sequencing studies [26]. Drought stress creates a redox imbalance in plant cells, resulting in a cascade of changes in various signaling pathways, cell wall-membrane integrity, and produces various antioxidant enzymes [27]. Many of these enzymes, including superoxide dismutases (SODs), ascorbate peroxidases (APXs), catalases (CATs), glutathione peroxidases, and peroxiredoxins, help in the maintenance of the redox balance of cells under the stress condition [28]. The roles of various membrane transporters have been characterized under drought and salt stress, which provide osmotic balance and ionic homeostasis in plant cells [29].

The diploid (2n = 26) species of cotton, namely G*. herbaceum* and *G.arboreum*, are indigenous in Asia and Africa and are commonly referred to as desi cottons in India [30,31]. The *Gossypium herbaceum* (A1-genome) and *Gossypium arboreum* (A2-genome) have an inherent ability to sustain drought stress [32]. In drought-prone areas in Asia, these two species are preferentially cultivated due to their ability to withstand drought [32]. We recently published a detailed physiological investigation and conducted genome-wide expression studies on leaves of drought-tolerant Vagad and drought-sensitive RAHS-14 genotypes [31]. We identified the various genes and inherent biochemical pathways that interact in drought-tolerant genotypes to provide them with an adaptive advantage in the stress condition [31]. Here, we report the expression profiling of the root of four genotypes of *Gossypium herbaceum*, namely Vagad, GujCot-21 (drought tolerant), RAHS-14, and RAHS-IPS-187 (drought sensitive) using Affymetrix cotton expression array and GS-FLX pyrosequencing in response to drought stress. We identified many stress-responsive genes and biochemical pathways that were differentially expressed in roots during the drought condition in the selected genotypes. Further, we could assign these root-specific genes to different root zones based on the Genevestigator tool. These differentially expressed, tissue-specific genes in the contrasting genotypes reflect the probable mechanistic details of the adaptability of tolerant genotypes to water stress.

## Methods

### Measurement of root length

Cotton (*G.herbaceum*) seeds of Vagad, GujCot-21, RAHS-IPS-187, and RAHS-14 were sterilized, aseptically immersed in water for a day at 30°C, and then placed for germination in a moist petri dish under the following condition: 28°C/25°C as day and night temperature, 12 h of light and dark period alternatively, and a relative humidity of 80%. After 3 days, the properly germinated seeds were transferred to paper rafts, which were submerged (3/4^th^) in Hoagland’s media containing a different percentage of mannitol (4%, 6%, and 8%), and only Hoagland’s media was considered as a control [31]. The seedlings were then allowed to grow until they displayed healthy growth in the control condition; next, the root lengths of the grown seedlings of all genotypes were photographed and measured.

### Drought treatments and growth condition

Cotton (*G.herbaceum*) seeds of four genotypes, namely Vagad, RAHS-14, GujCot-21, and RAHS-IPS-187, were germinated with six seedlings each in an earthen pot in the soil (one plant/pot) and grown in a greenhouse (16-h-light/8-h-dark cycles) at 28°C to 30°C with a relative humidity of 50-60% and a photosynthetically active radiation of 900 μmol m-^2^ s-^1^. After 4 weeks, plants containing six leaves were selected for the experiments and drought stress was imposed by withholding water for seven days (soil moisture below 30%), and control plants were watered regularly [31]. After 7 days of drought treatment, drooping effects on plant leaves became prominent; the plants were uprooted, and the roots of both control and drought treated plants were homogenized in liquid nitrogen before proceeding with RNA isolation.

### Isolation of RNA and real-time PCR

Total RNA was isolated in three independent biological replicates of each genotype using the Spectrum Plant Total RNA Kit (Sigma-Aldrich) according to the manufacturer’s instructions and eluted with nuclease-free water. After DNaseI (Ambion) treatment, they were quantified, and checked for integrity using a Bioanalyzer (Agilent, Inc., Palo Alto, CA, USA). For the analysis of target genes by RT-PCR, cDNA was synthesized from the total RNA of Vagad and RAHS-14 by reverse transcriptase using the cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. The RT-PCR was performed in replicates with 1 μl cDNA using the SYBR Green Master Mix (Applied Biosystems) with an ABI 7500 sequence detection system as prescribed in the manufacturer’s protocol (Applied Biosystems). The gene-specific and ubiquitin (internal control) primers were designed using PRIMER3 (http://frodo.wi.mit.edu/primer3/input.htm). The primer details are listed in Additional file 1. The relative quantification method (ΔΔCT) was used for the quantitative evaluation of the gene expression.

### Affymetrix gene chip experiment and microarray data analysis

Three sets of biological replicates of Vagad and RAHS-14 under control and drought conditions (3x2x2) were taken independently, constituting a total of twelve cotton chips for analysis. For Affymetrix gene chip analysis (Affymetrix, Santa Clara, CA, USA), 1 μg total RNA of root tissue was used for making biotin-labeled cRNA targets, hybridization. Synthesis of cDNA, cRNA, and its fragmentation, hybridization, washing, staining, and scanning were conducted according to the gene chip standard protocol (Eukaryotic Target Preparation; Affymetrix). The signal intensity of each probe set on the cotton gene chip was analyzed using Affymetrix GCOS software, and the target mean value (TGT) was scaled as being 500 for each chip. Student’s t-test analysis and log_2_-transformed signal ratio of each probe set were carried out by the Array Assist Software 5.2.2 (Agilent Technologies, Santa Clara, CA, USA). Differentially expressed genes with a detection p value ≤ 0.05 were considered present in three biological replicate experiments. Gene expression data analyses were completed using a filtered RMA expression value. The annotation of the probe set in the Affymetrix cotton genome array was mapped with the locus ID of Arabidopsis TAIR10 version by BLAST. Based on the annotation, the expressed genes were analyzed. Gene ontology analysis was performed for the functional categorization of differentially expressed genes using agriGO tool (http://bioinfo.cau.edu.cn/agriGO/), and the p-values were corrected by applying the false discovery rate correction to control falsely rejected hypothesis during the analysis. The FDR corrected p-value of ≤0.05 was assumed as the cutoff value. Microarray gene expression data used in this study were MIAME compliant and deposited in NCBI-GEO with accession number GSE36249.

### Double strand cDNA library construction and GS-FLX pyrosequencing

Total RNA (3 μg) from the root tissue of GujCot-21 and RAHS-IPS-187 was reverse transcribed using a T7-Oligo (dT) Promoter Primer in the first-strand cDNA synthesis (Affymetrix). After RNase H-mediated second-strand cDNA synthesis, the double-stranded cDNA was enriched and served as a template in the subsequent *in vitro* transcription (IVT) reaction (Affymetrix). The IVT reaction was carried out in the presence of T7 RNA Polymerase (Affymetrix). The cRNA (3 μg) was reverse transcribed in the first-strand cDNA synthesis step by using a random hexamer primer, followed by RNase H-mediated second-strand cDNA synthesis in replicates. The replicate samples were pooled and purified by a column (QIAquick PCR purification kit) and further used for GS-FLX pyrosequencing.

### Emulsion based clonal amplification

Double-strand cDNAs obtained from Gujcot-21 and RAHS-IPS-187 were used for GS FLX library preparation. Approximately 5 μg of double-strand cDNA was sheared by nebulization at 206 kPa for 2–4 min. The fragmented cDNA were amplified in aqueous droplets that were made through the creation of a PCR reaction mixture in emulsion oil (Roche Diagnostics). The droplets acted as separate microreactors in which parallel DNA amplifications were performed, yielding approximately 10^7^ copies of a template per bead. After PCR, the emulsion was broken to release the beads containing the amplified DNA template. The beads carrying the templates were enriched and deposited by centrifugation into the open wells of a 70 × 70 mm^2^ optical picotiter plate for sequencing.

### Assembly and annotation of transcriptome

All sequence analyses were conducted using a publicly available software, R package (http://www.R.project.org). The pyrosequencing reads were assembled after quality control using software version 2.5 newbler, and the assembly was performed using a 40 bp overlap length and a 90% identity. Transcripts annotation was performed by BLASTX using the Basic Local Alignment Tool against the NR database from NCBI (http://www.ncbi.nlm.nih.gov/); from TAIR (http://www.arabidopsis.org/) and the BLASTN for EST cotton database available at NCBI. The GS-FLX sequence reads discussed in this article can be found in the Genebank (http://www.ncbi.nlm.nih.gov/genbank) of the National Center for Biotechnology with accession number SRA029162.1.

### Digital expression analysis

For the digital expression analysis, the reads for both libraries (GujCot-21 and RAHS-IPS-187) were tagged and pooled to form a large dataset of 104928 reads. These reads were assembled using the newbler assembler at an overlapping of 40 bp and a 90% identity. These reads were assembled into 2080 contigs. We calculated TPM value and R value using the R statistics for supercontigs and and those with R value ≥ 3 and Fold change ≥ 2 were considered significantly differentially expressed contigs [33]. These filtered contigs were annotated using BLASTX against the NCBI-NR database, the TAIR, and BLASTN was used for the cotton EST public database. The Genevestigator (https://www.genevestigator.com) software was used for the tissue-specific expression analysis of differentially expressed genes.

### GO and KOBAS analysis

The functional classification of unigenes was performed by assigning gene ontology annotation codes. Only those unigenes that expressed a significant Blast result against the TAIR database were used for GO annotation. The GO annotation for level three was extracted for each library and used for further analysis. The biochemical pathway assignments were carried out according to kobas (http://kobas.cbi.pku.edu.cn/home.do).

## Results

### Root growth determined drought tolerance properties in cotton

Different genotypes of *G.herbaceum* were screened for apparent differences in the root growth under control and osmotic stress conditions. The four genotypes, namely Vagad, GujCot-21, RAHS-14, and RAHS-IPS-187, exhibited contrasting differences in their root structure under control and osmotic stress conditions (Figure 1). Vagad and GujCot-21 have a longer root length as compared with RAHS-14 and RAHS-IPS-187 in the control condition. The difference was most pronounced in osmotic stress treatment by different concentrations of mannitol, which showed a significantly longer root length in Vagad and GujCot-21 at 6% of mannitol concentration as compared with a root length of RAHS-14 and RAHS-IPS-187. Further, at 8% of mannitol concentration, Vagad and GujCot-21 showed stunted growth of the root, but in RAHS-14 and RAHS-IPS-187, the development of the root was completely abolished (Figure 1). For further molecular analysis of the root of these genotypes, Vagad and RAHS-14 were analyzed by microarray, and GujCot-21 and RAHS-IPS-187 were analyzed by pyrosequencing.

**Figure 1:**
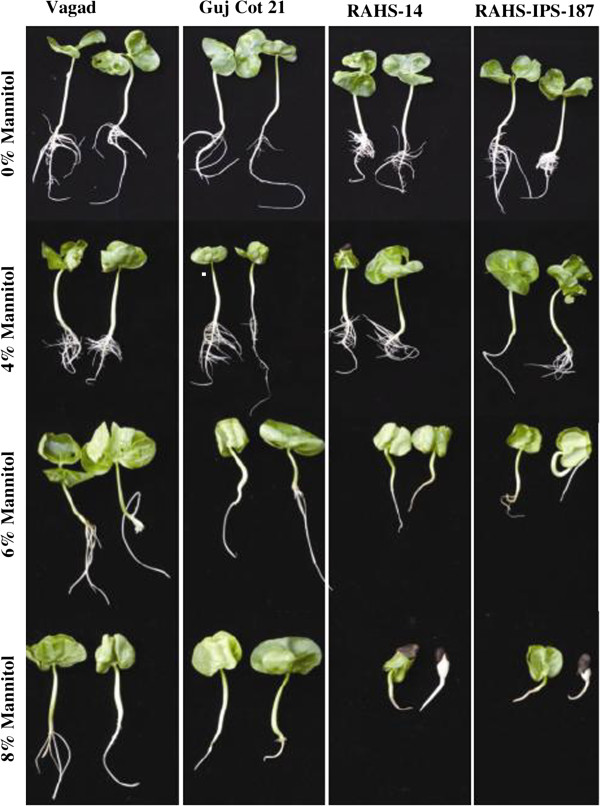
Effect of osmotic stress induced by different percentages of mannitol in the hydroponics condition on the development of the root of Vagad, GujCot21, RAHS-14, and RAHS-IPS187.

### Comparative gene expression analysis of root tissue of Vagad and RAHS-14 by Affymetrix cotton gene chip

Expression profiling experiments conducted on cotton root samples from drought-tolerant (Vagad) and sensitive (RAHS-14) genotypes were compared by a commercial Affymetrix cotton gene chip, which is represented by 21,854 transcripts of cotton. 

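Root RNA of Vagad and RAHS-14, from watered plants and from droughted plants, was measured on 12 arrays, 3 biological replicates for each of the 4 groups. For drought, the paper gives 7 days without water, with soil moisture below 30%, while the sample labels describe pots that received water once in alternate weeks; which applied is not resolved here. The deposited values were intensities that the authors had computed with MAS5, each array scaled by a single factor. Intensities below 16 were set to 16, and the log2 values were compared with no further scaling. Of the 24132 probe sets in the table, 103 control probe sets were left out and 24029 were tested. Each pair of groups was compared with limma on its 6 arrays, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Whether drought changed both genotypes differently was tested with an interaction term on the 12 arrays. Log2 fold changes are positive where Vagad was higher than RAHS-14, or where drought was higher than watering. Intensities are given as mean ± SD (n = 3 arrays), and folds against a group whose mean lay at or below the floor of 16 are given as lower bounds. Where only some arrays of a group lay at the floor and its mean did not, the log2 fold change is that of the values after flooring and depends on the floor. In each of the 430 calls between watered groups and 1098 within RAHS-14, the 3 arrays of one group lay above the 3 of the other. Chance gives this in 10% of probe sets. The calls were selected on the same arrays at thresholds that favour it, so it is not separate evidence. The number of arrays limits the precision. Names of probe sets are written without the point that follows their prefix (Ghi, GhiAffx, Gra, GraAffx or GarAffx). Gene names came from the supplementary lists of the study, which were chosen on these arrays, so counts over groups of genes are not independent evidence.
The median intensity was 68.89, 74.13 and 66.93 on the arrays of watered RAHS-14, 74.18, 71.14 and 71.15 under drought, 60.81, 64.11 and 64.61 on those of watered Vagad, and 322, 345.3 and 70.94 on replicates 1, 2 and 3 of droughted Vagad. The median of 23 control probe sets for transcripts absent from plants was 136 and 98.2 on replicates 1 and 2 of droughted Vagad and between 2.03 and 6.94 on the other 10 arrays. Those replicates had mean correlations of floored log2 values across probe sets of 0.61 and 0.461 with the other 10 arrays, which had 0.973 to 0.983 among themselves. Across probe sets, the median SD of log2 values was 0.112 for watered RAHS-14, 0.106 for droughted RAHS-14, 0.138 for watered Vagad and 1.48 for droughted Vagad. Comparisons with droughted Vagad were therefore also fitted without replicates 1 and 2 of droughted Vagad, a fit chosen after the values were seen, in which the remaining array was assumed to vary like the other groups. Calls in that fit rest on replicate 3 alone. On it, the ratio of the 3' to the 5' actin control probe set was 41.3, against 12.5 to 20.2 on the 9 arrays of the other groups. The same ratio was 4.35 for ubiquitin, against 1.75 to 4.76 there, and 8.73 for ss1, against 3.7 to 8.2. On replicates 1 and 2 it lay below these ranges, at 9.23 and 5.42 for actin, 0.825 and 1.46 for ubiquitin and 0.511 and 0.33 for ss1. Limma gave replicate 3 the lowest array weight, 0.00862, with 0.0514 and 0.0127 on replicates 1 and 2. These weights depend on a group mean that includes replicates 1 and 2, so they do not measure the quality of replicate 3 by itself. With all arrays, the median log2 fold change of all probe sets was 0.84 for drought in Vagad and 0.76 for Vagad against RAHS-14 under drought. The median of the interaction was 0.81. Changes in these comparisons, and counts with a more positive interaction in Vagad, are to be read against that shift.

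**Figure D1:**
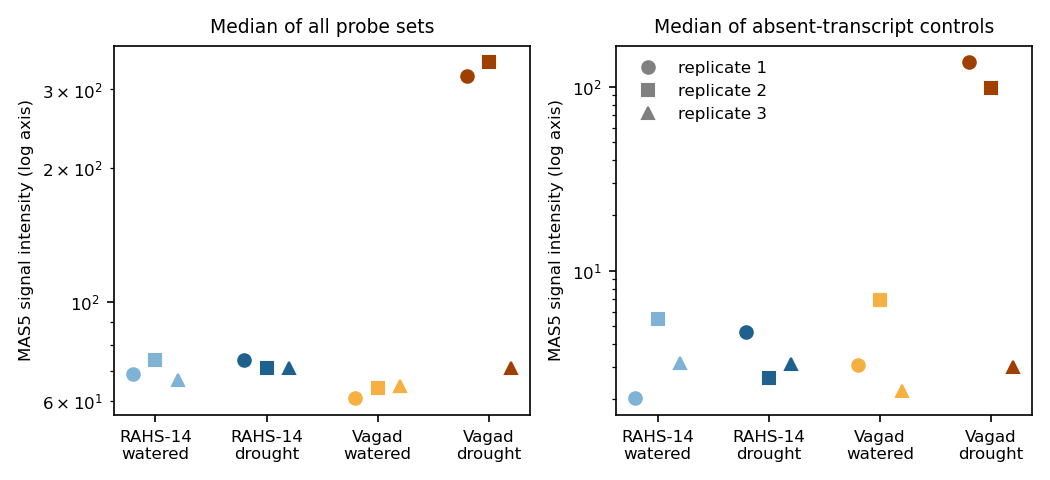
Median intensity of all probe sets and of the 23 control probe sets for absent transcripts, on a log axis, for each of the 12 arrays by genotype and condition. Replicates 1 and 2 of droughted Vagad, at 322 and 345.3, lie above the other 10 arrays, which lie between 60.81 and 74.18.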

The differentially expressed transcripts of the root from Vagad and RAHS-14 under drought stress and control conditions were determined. The genes that expressed equal or greater than two fold at a p-value ≤ 0.05 were assigned as differentially expressing genes for further analysis.

### Differentially expressed (DE) gene analysis

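A retroelement reverse transcriptase (GhiAffx34006.1.S1_at) had an intensity of 1275 ± 75.7 in watered RAHS-14 and 31.1 ± 2.80 in watered Vagad (log2 fold change -5.36, standard error 0.09, adjusted p = 2.79e-04). Epoxide hydrolase (Ghi5619.1.A1_at), which opens epoxides of lipids, was at 354 ± 21.5 in RAHS-14 and 12.4 ± 9.80 in Vagad (at least 20.4-fold lower, adjusted p = 2.79e-04). Ketopantoate hydroxymethyltransferase (Ghi2241.2.A1_at), which acts in the synthesis of pantothenate, was at 222 ± 18.7 in RAHS-14 and below the floor on each watered Vagad array (at least 13.8-fold lower, adjusted p = 3.15e-04). Under watering, 236 probe sets were higher in RAHS-14 than in Vagad, a count that depended on the method: it was 109 to 166 when 1 array was left out, 20 with all 12 arrays in one fit, 23 with a replicate block and 163 with median centring. Under drought, limma called 0 probe sets higher in RAHS-14 with all arrays; 626 were at least 2-fold higher at an unadjusted p under 0.05, 494 by the methods' t-test and 2 after its Benjamini-Hochberg adjustment. The count under drought was 560 without replicates 1 and 2 of droughted Vagad, 53 with all 12 arrays in one fit and 2167 without replicate 3.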

Our analysis identified 156 and 538 transcripts as being differentially up-regulated at the FC ≥ 2, p ≤ 0.05 significance level in RAHS-14 under water and drought conditions, respectively (Additional file 2 and Additional file 3). Similarly, 165 and 256 transcripts were identified as being differentially up-regulated at the FC ≥ 2, p ≤ 0.05 significance level in Vagad under watered and drought conditions, respectively (Additional file 4 and Additional file 5). 

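The E3 ubiquitin ligase BIG BROTHER (GraAffx9185.1.S1_s_at), which limits organ size in Arabidopsis, had an intensity of 1150.4 ± 164 in watered Vagad and 14.4 ± 5.58 in watered RAHS-14 (at least 65.6-fold higher, adjusted p = 7.19e-04). A probe set annotated as a lysozyme and a metal tolerance protein (Ghi6449.1.A1_at) was at 880.4 ± 149 and 21.5 ± 4.41 (log2 fold change 5.36, standard error 0.22, adjusted p = 0.00181). In total, 194 probe sets were higher in Vagad under watering, against 124 to 167 when 1 array was left out, 28 with all 12 arrays in one fit, 48 with a replicate block and 257 with median centring. BIG BROTHER read 352, 415 and 968 on replicates 1, 2 and 3 of droughted Vagad and 39.4 ± 10.8 in droughted RAHS-14, and without replicates 1 and 2 of droughted Vagad it was again called higher in Vagad (log2 fold change 4.65, adjusted p = 1.40e-04). Under drought, limma called 0 probe sets higher in Vagad with all arrays, against 2003 at an unadjusted p under 0.05 and at least 2-fold, 739 by the methods' t-test and 1 after Benjamini-Hochberg adjustment of that test. There were 472 with replicate 3 alone, 74 with all 12 arrays in one fit and 7120 without replicate 3 of droughted Vagad.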

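The senescence-associated protein Ghi743.1.S1_at had an intensity of 2168 ± 117 in droughted RAHS-14 and of 86.0, 550.1 and 22.9 on replicates 1, 2 and 3 of droughted Vagad; without replicates 1 and 2 of droughted Vagad it was called (log2 fold change -6.56, adjusted p = 2.09e-04). HSP21 (Ghi2233.1.S1_at), a small heat shock protein of plastids, was at 9193 ± 209 in droughted RAHS-14 and at 1053, 52.4 and 1251 on the Vagad arrays (log2 fold change -2.88, adjusted p = 0.00278, with replicate 3 alone). With all arrays neither passed, both at an adjusted p of 0.327. Among the 538 probe sets that the study lists as higher in RAHS-14 under drought, 497 were higher in RAHS-14 in the deposited intensities, 324 by at least 2-fold and 56 by more than 5-fold. On replicates 1, 2 and 3 of droughted Vagad taken singly, 58.0%, 56.3% and 45.2% of them differed by at least 2-fold in that direction. With replicate 3 alone, 28 exceeded 5-fold, and 183 of the listed probe sets were called higher in RAHS-14; limma called 0 of them with all arrays. The study chose this list on the same arrays, so these counts are not independent evidence.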

Out of 538 differentially expressed genes in RAHS-14 under the drought condition, 80 genes exhibited an expression more than five fold as compared with Vagad root in the drought condition. These genes include cyclopropane fatty acid synthase, transcription regulator NOT family transcription factor, curculin-like lectin proteins, pectin esterase, metal ion transmembrane transporter, cytochrome p450, brassinosteroid insensitive 1- associated receptor kinase, and heat-shock protein family (Additional file 3). 

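For the classes named here, single probe sets of the study's list were picked by their gene names after their values were seen. The probe set of the receptor kinase BAK1 (GhiAffx12729.1.A1_at), a partner of the brassinosteroid receptor, had an intensity of 651 ± 43.0 in droughted RAHS-14 and 40.7, 144 and 115 on the 3 arrays of droughted Vagad. Without replicates 1 and 2 of droughted Vagad, it was called lower in Vagad (log2 fold change -2.50, adjusted p = 7.13e-05). Cyclopropane fatty acid synthase (Ghi8158.1.S1_s_at) was at 8471 ± 148 in RAHS-14 and at 399, 1056 and 1024 on the Vagad arrays (log2 fold change -3.05, adjusted p = 7.98e-05). A NOT family transcription regulator (Ghi9038.1.S1_s_at) was at 6154 ± 528 in RAHS-14 and at 1862, 1465 and 1265 in Vagad (log2 fold change -2.28, adjusted p = 0.00432), and a curculin-like lectin (GhiAffx3185.1.S1_at) at 2459.7 ± 154 against 336, 77.7 and 783 (log2 fold change -1.65, adjusted p = 1.67e-04). The metal ion transporter ZIP5 (GhiAffx31263.1.A1_at) was at 1424 ± 91.9 against 57.7, 190.2 and 466 (log2 fold change -1.61, adjusted p = 3.65e-04), and a probe set annotated both as cytochrome P450 and as an oxygenase (GhiAffx25551.1.S1_a_at) at 1632 ± 16.5 against 455, 348 and 398 (log2 fold change -2.04, adjusted p = 3.35e-05). With all arrays limma called none of these 6; the adjusted p of BAK1 was 0.327.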

Many of the genes in RAHS-14 (probe sets 538) represent stress-responsive genes as per their GO annotation and were previously shown to be involved in abiotic stress response. Similarly, 156 genes that expressed more than two fold in RAHS-14 under the water condition include senescence-associated protein (FC > 50), zinc finger protein, dehydration-associated proteins, AP2 domains containing transcription factor, and NAC domain transcription factor observed a higher expression in RAHS-14 (Additional file 2 ). 

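The senescence-associated protein Ghi743.1.S1_at had an intensity of 1828 ± 56.8 in watered RAHS-14 and 34.9 ± 17.8 in watered Vagad (log2 fold change -5.83, standard error 0.40, adjusted p = 0.00666). A dehydration responsive element-binding protein (Ghi2844.1.S1_s_at), of the AP2 domain family that activates genes under water loss, was at 1013 ± 63.6 in RAHS-14 and 18.3 ± 6.35 in Vagad (log2 fold change -5.75, standard error 0.21, adjusted p = 0.00146). The probe set Ghi904.1.S1_s_at, annotated both as a zinc finger protein and as a NOT transcription regulator, was at 483 ± 36.1 in RAHS-14 and below the floor on the watered Vagad arrays (at least 30.1-fold lower, adjusted p = 1.11e-04). Among 5 probe sets annotated as NAC factors, 3 were lower (3 lower when adjusted over the list alone) in watered Vagad; 1 of them is the protein PS60, taken in by its annotation. The NAC factor ANAC047 (GhiAffx42192.1.S1_at) had a log2 fold change of -2.82 (standard error 0.25, adjusted p = 0.0111), with 1 of the 3 watered Vagad arrays at the floor. Of 25 AP2/ERF and DREB probe sets, 3 were higher and 8 lower (4 higher and 8 lower when adjusted over the list alone) in watered Vagad than in watered RAHS-14.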

The 165 genes uniquely up-regulated in Vagad under the water condition include metal binding proteins (FC > 200), osmotin-like protein, cytochrome, and various other genes and exhibited more than two fold expression (Additional file 4). 

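Squalene monooxygenase (Ghi482.1.A1_s_at), an enzyme of sterol synthesis, had an intensity of 9314 ± 1287 in watered Vagad and 31.7 ± 6.64 in watered RAHS-14 (log2 fold change 8.21, standard error 0.20, adjusted p = 5.88e-04). Selenium-binding protein 1 (Ghi585.1.S1_s_at) was at 1584 ± 31.4 in watered Vagad and below the floor on the watered RAHS-14 arrays (at least 99.0-fold higher, adjusted p = 5.26e-07). An osmotin-like protein (Ghi10646.1.S1_s_at), of the family that accumulates under osmotic stress, was at 7014 ± 914 and 333 ± 21.9 (log2 fold change 4.39, standard error 0.12, adjusted p = 7.16e-04). A probe set annotated as cytochrome P450 (Ghi5304.1.A1_at), picked from the study's list after its values were seen, was at 252 ± 22.2 and 30.1 ± 0.388 (log2 fold change 3.06, standard error 0.07, adjusted p = 5.87e-04). Of the 165 probe sets in the study's list, 165 were higher in Vagad in the deposited intensities and 139 were called, which is not independent evidence.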

While in drought stress, the 256 up-regulated genes include Xyloglucan endotransglycosylase, serine proteases, lipid-binding protein, glycine-rich protein, sodium/potassium proton exchanger, and aquaporins proteins (Additional file 5).

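The lipid transfer protein Ghi10721.1.S1_at had an intensity of 64.01 ± 15.6 in droughted RAHS-14 and of 593, 865 and 439.5 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change 3.28, standard error 0.50, adjusted p = 0.327). Without replicates 1 and 2 of droughted Vagad, it was called higher in Vagad (log2 fold change 2.81, adjusted p = 6.03e-04), as was a glycine-rich protein (Ghi4140.1.S1_s_at; log2 fold change 1.08, adjusted p = 6.94e-05). The serine-type endopeptidase ARA12 (Gra1032.1.S1_s_at), picked by its name after its values were seen, was at 1179 ± 130.2 in RAHS-14 and 15367, 10557 and 3798 on the Vagad arrays (log2 fold change 1.69, adjusted p = 7.66e-04). Of the 7 lipid transfer protein probe sets, limma called 0 between the droughted genotypes, 4 higher when adjusted over the list alone and 4 higher at an unadjusted p under 0.05. The methods' t-test gave 3 higher and, after Benjamini-Hochberg adjustment, 0, while limma called 2 higher and 1 lower with replicate 3 alone. Limma called 0 of the 18 probe sets of glycine- or proline-rich and arabinogalactan wall proteins, a list that also took in glycine-rich RNA-binding proteins and a terpene synthase, between the droughted genotypes with all arrays and 7 higher and 1 lower with replicate 3 alone. With all arrays, 14 higher and 1 lower passed at an unadjusted p under 0.05, 12 higher and 1 lower when adjusted over the list alone, 8 higher and 1 lower by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it.
Aquaporins carry water across membranes. In the plasma membrane aquaporin GraAffx9255.1.S1_x_at, droughted RAHS-14 was at 332 ± 46.4 and the arrays of droughted Vagad at 67.2, 535 and 118, and with replicate 3 alone it was lower in Vagad (log2 fold change -1.48, adjusted p = 0.0481). Among the 6 aquaporin probe sets, the count between the droughted genotypes was 0 by limma, 0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The count by limma was 1 lower with replicate 3 alone.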

### Gene ontology enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes

To identify the possible biological pathways that govern the responses of differentially expressed genes, gene ontology (GO) and KEGG pathway analysis was carried out for Vagad and RAHS-14 under water and drought stress. 

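Thiamine is made from a pyrimidine and a thiazole, which the enzymes THIC and THI1 supply. A THIC probe set (GraAffx9604.1.S1_s_at) had an intensity of 1882 ± 174 in watered RAHS-14 and 449.8 ± 66.4 in watered Vagad (log2 fold change -2.07, standard error 0.13, adjusted p = 0.00562). The THI1 probe set Gra70.1.S1_s_at was at 1186 ± 15.9 and 412 ± 7.31 (log2 fold change -1.53, standard error 0.02, adjusted p = 1.11e-04). Of the 6 probe sets annotated to thiamine biosynthesis, 6 were lower (6 lower when adjusted over the list alone) in Vagad than in RAHS-14 under watering. Drought raised 4 and lowered 0 of them in RAHS-14, among them the THI1 probe set Gra2938.2.A1_at (log2 fold change 2.69, adjusted p = 4.99e-04). For the 6 thiamine probe sets between the droughted genotypes, limma gave 0 calls with all arrays, 4 lower at an unadjusted p under 0.05, 4 lower when adjusted over the list alone and 4 lower without replicates 1 and 2 of droughted Vagad. With the methods' t-test, 3 lower passed, and 1 lower after Benjamini-Hochberg adjustment.
Of 10 auxin-responsive probe sets, 2 were lower (2 lower when adjusted over the list alone) in watered Vagad. The AUX/IAA factor ATAUX2-11 (GhiAffx15164.1.A1_s_at), a repressor in auxin signalling, was at 108 ± 7.42 in watered RAHS-14 and 11.2 ± 13.8 in watered Vagad (at least 5.67-fold lower, adjusted p = 0.0150).

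**Figure D2:**
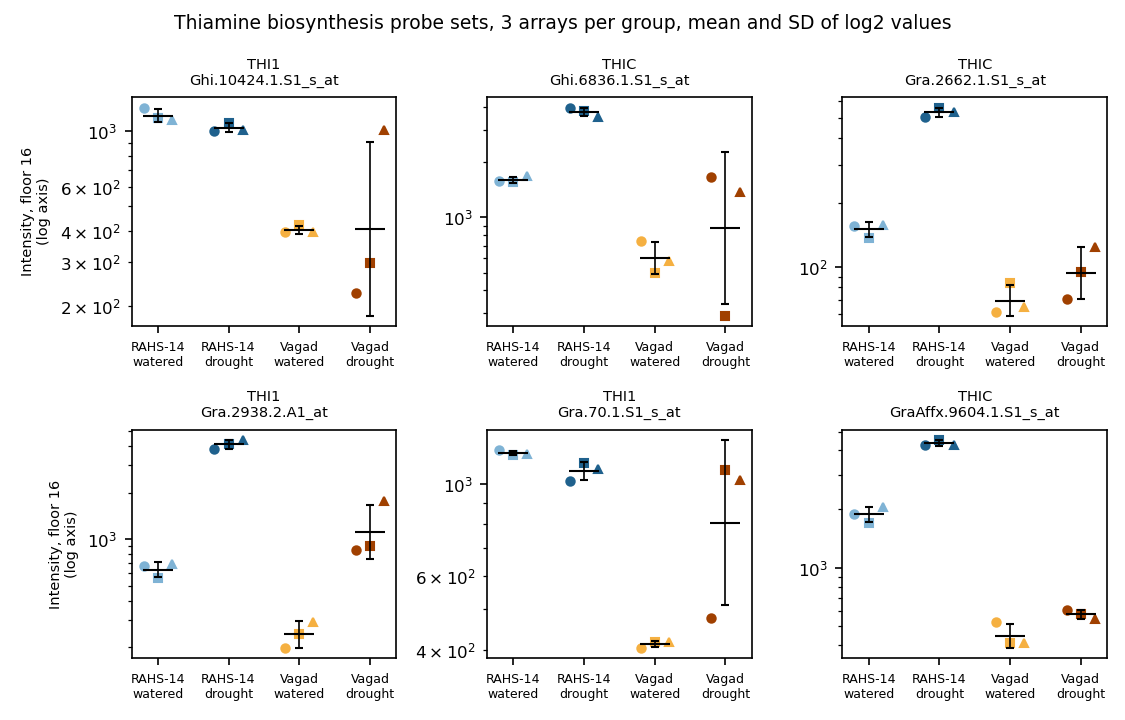
Intensity, on a log axis, of the 6 probe sets annotated to thiamine biosynthesis on each of the 12 arrays, with the mean of each group. On every one of the 6, the 3 arrays of watered RAHS-14 lie above the 3 of watered Vagad.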

The GO annotation mapping of RAHS-14 revealed that the genes assigned to GO terms for the thiamine metabolic process (6 genes) and response to auxin (5 genes) were exclusively enriched in the water condition (Figure 2). However, under drought stress, the genes cover a broad range of GO categories that represents response to abiotic stimulus, response to biotic stimulus, sucrose metabolic process, response to heat, cell death, and peptidase activity were enriched only under the drought condition in RAHS-14 (Figure 2). 

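HSP21 (Ghi2233.1.S1_at) was at 149 ± 38.4 in watered RAHS-14 and rose under drought (log2 fold change 5.98, standard error 0.20, adjusted p = 4.24e-04). The plastid glucose-6-phosphate transporter GPT2 (GhiAffx6053.1.S1_s_at) rose from 11.2 ± 6.03 to 506 ± 90.8 (at least 30.4-fold higher, adjusted p = 3.00e-04), and HSP90.1 (GhiAffx17865.1.S1_at) from 75.5 ± 5.31 to 938 ± 169.8 (log2 fold change 3.62, standard error 0.15, adjusted p = 5.71e-04). A nematode-induced gene of cotton, MIC1 (Ghi6546.1.S1_s_at), was at 3607 ± 75.4 under watering and below the floor on each droughted array (at least 225-fold lower, adjusted p = 3.14e-07). In total, 483 probe sets rose and 615 fell under drought in RAHS-14 (369 to 425 and 511 to 537 when 1 array was left out, 54 and 70 with all 12 arrays in one fit). Of 30 heat shock proteins and chaperones, 14 were higher and 1 lower (14 higher and 1 lower when adjusted over the list alone) under drought. Of 8 enzymes of sucrose and starch, 4 were higher (4 higher when adjusted over the list alone); a starch branching enzyme (GhiAffx27934.1.S1_at) had a log2 fold change of 2.59 (adjusted p = 0.00318). Whether Vagad responded differently was tested with the interaction term, which called 0 of the heat shock and 0 of the sucrose and starch probe sets. At an unadjusted p under 0.05 and at least 2-fold it called 6 more positive and 7 more negative in Vagad among the former and 1 and 2 among the latter. Of the 30 heat shock and chaperone probe sets, limma called 0 under drought in Vagad, 5 higher when adjusted over the list alone and 7 higher and 1 lower at an unadjusted p under 0.05. The methods' t-test gave 7 higher and 2 lower and, after Benjamini-Hochberg adjustment, 0, while limma called 12 higher and 2 lower without replicates 1 and 2 of droughted Vagad.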

Various other stress-responsive GO terms significantly present under the drought condition were transferase activity, cellular ketone metabolic process, oxidoreductase activity, response to stress, transition metal ion binding, amine metabolic process, kinase activity, ATP binding, macromolecular complex, and integral to membrane (Figure 2). A small set of GO terms were over-represented under the water condition, such as ligase activity, protein binding, transcription factor activity, and chloroplast related genes in RAHS-14 (Figure 2). Other GO terms with a nearly similar expression level under both water and drought conditions in RAHS-14 were *response to hormone stimulus*, *transcription regulator activity*, and *DNA binding* activity in RAHS-14 (Figure 2).

**Figure 2:**
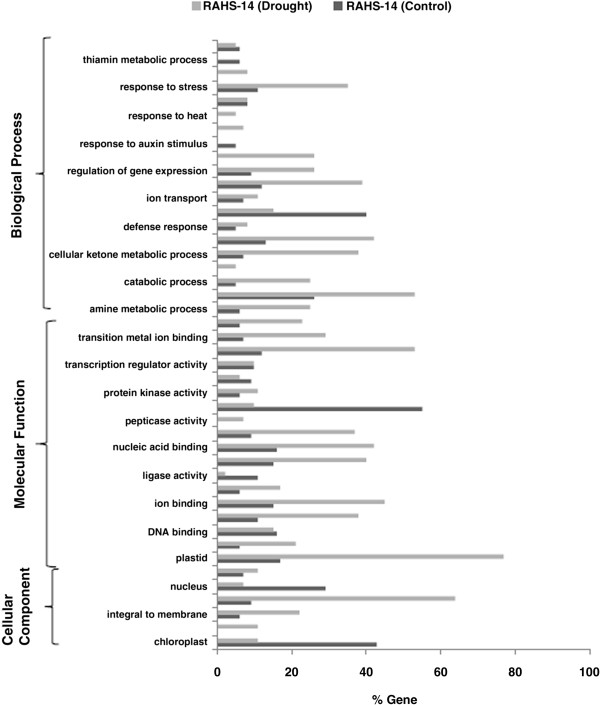
GO annotation of differentially expressed up-regulated genes in RAHS-14 during control and drought conditions.

Similarly, GO annotation mapping in Vagad under the drought condition showed that various differentially expressed genes assigned to GO terms were involved in nucleic acid binding, response to abiotic stimulus, cellular carbohydrate metabolic process, and ATP binding (Figure 3). Likewise, the GO terms covered a broad range of stress and membrane integrity-related categories that were significantly enriched under drought as compared with the water, which includes the response to stress, hydrolase activity, macromolecular complex, regulation of the biological process, integral to membrane, intrinsic to membrane, transporter activity, cellular metabolic process, and so on (Figure 3). A single GO term *response to biotic stimulus* was present differentially under the water condition (Figure 3). 

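Chalcone synthase catalyses the first step of flavonoid synthesis. One of its probe sets (Gra207.1.A1_s_at) had an intensity of 2436 ± 117 in watered Vagad and 666 ± 17.9 in watered RAHS-14 (log2 fold change 1.87, standard error 0.04, adjusted p = 5.87e-04). Leucocyanidin reductase (Ghi2177.1.S1_s_at) was at 1032.4 ± 22.6 and 491 ± 7.36 (log2 fold change 1.07, standard error 0.02, adjusted p = 3.96e-04). Of 10 probe sets annotated to flavonoid biosynthesis, 7 were higher (7 higher when adjusted over the list alone) in Vagad under watering. Under drought in RAHS-14, 9 of them rose and 0 fell; Gra207.1.A1_s_at reached 3132 ± 102 (log2 fold change 2.23, standard error 0.03, adjusted p = 9.11e-05). The interaction term called 0 of the 10 at an adjusted p under 0.05; adjusted over the list alone, and at an unadjusted p under 0.05, it called 9 and 9 with a more negative change in Vagad. Without replicates 1 and 2 of droughted Vagad, 8 were called. Binding of a probe set to transcripts of other family members was not tested.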

Under the water condition, some interesting GO terms were over-represented in Vagad, which include *oxidoreductase activity*, *ion binding*, *metal ion binding*, *catabolic process*, *cellular amine metabolic process*, *cellular nitrogen compound metabolic process*, and so on (Figure 3). When subjected to drought stress, as an adaptative mechanism, Vagad underwent re-programming of a large number of genes; hence, almost all GO terms exhibited vast differences at the expression level.

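A receptor kinase-related probe set (Ghi5773.1.S1_at) had an intensity of 6876 ± 533 in watered Vagad and 145, 566 and 34.1 on replicates 1, 2 and 3 of droughted Vagad. Its log2 fold change was -5.61 (adjusted p = 0.309) with all arrays and -7.65 (adjusted p = 2.68e-07) without replicates 1 and 2 of droughted Vagad. Between drought and watering in Vagad, limma called 0 probe sets higher and 0 lower with all arrays. At an unadjusted p under 0.05 and at least 2-fold there were 2623 higher and 578 lower, by the methods' t-test 969 and 439, and after its Benjamini-Hochberg adjustment 0 and 0. With replicate 3 alone, 767 were higher and 673 lower, from a single droughted array. All 12 arrays in one fit gave 529 higher and 208 lower, and leaving out replicate 3 of droughted Vagad gave 7263 and 2008. On replicate 3, 213 of the 483 probe sets that rose in RAHS-14 were also at least 2-fold above watered Vagad and 14 at least 2-fold below. Of the 615 that fell in RAHS-14, 243 were at least 2-fold below and 6 above. Among all probe sets, 5.72% were at least 2-fold above and 3.97% below watered Vagad on it.
The drought response differed between both genotypes at 7 probe sets, 2 with a more positive and 5 with a more negative change in Vagad; 2550 and 794 did so at an unadjusted p under 0.05 and at least 2-fold, and 627 and 436 with replicate 3 alone. In total it did so at 5 to 11683 when 1 array was left out. The median interaction of all probe sets was 0.81, a shift that favours more positive counts. With median centring, 8 were called more positive and 32 more negative. A simulation with the spread of each group gave 178 false calls, counting only changes more positive in Vagad. Squalene monooxygenase (Ghi482.1.A1_s_at) rose in RAHS-14 (log2 fold change 6.35, adjusted p = 2.70e-04) and was at 3457, 3012 and 9167 on the arrays of droughted Vagad (interaction -7.36, standard error 0.58, adjusted p = 0.00228). The paper states that Vagad, as an adaptive mechanism, re-programmed a large number of genes under drought, and for this reason that almost all its GO terms differed in expression.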

**Figure 3:**
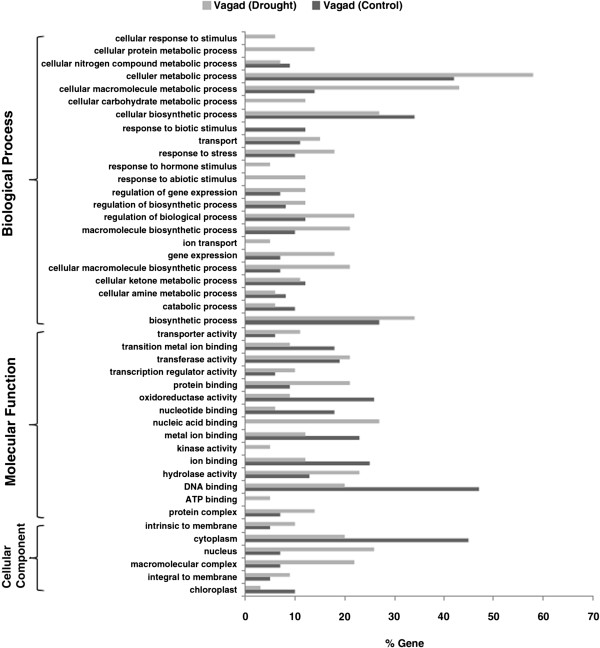
GO annotation of differentially expressed up-regulated genes in Vagad during drought and control conditions.

### Microarray validation: quantitative RT-PCR analysis

To verify the microarray results, quantitative PCR assays were carried out for the 12 selected genes. 

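Of the probe sets measured by RT-PCR in Vagad, GraAffx8742.1.S1_at, a xyloglucan endotransglycosylase (XTR4) that remodels cell walls, had an intensity of 158 ± 10.4 in watered Vagad and 1042, 1205 and 261 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change 2.12, standard error 0.70, adjusted p = 0.309). GraAffx33038.1.S1_s_at, annotated as UVI4, was at 27.1 ± 13.5 and 139, 192 and 50.7 (log2 fold change 2.10, adjusted p = 0.309). Ghi6528.1.S1_at, annotated both as a nematode-induced protein and as a sodium/hydrogen exchanger, was at 1625 ± 144 under watering and 895, 1197 and 347 under drought (log2 fold change -1.17, adjusted p = 0.311), and without replicates 1 and 2 of droughted Vagad it was called lower (log2 fold change -2.22, adjusted p = 1.60e-05). Squalene monooxygenase (Ghi482.1.A1_s_at) had a log2 fold change of -1.02 under drought in Vagad (adjusted p = 0.325), and -0.01 with replicate 3 alone. GhiAffx46297.1.S1_s_at, an expansin-like probe set, was at 2789 ± 202 and 61.5, 85.6 and 206 (log2 fold change -4.76, adjusted p = 0.309; log2 fold change -3.76, adjusted p = 7.01e-05 with replicate 3 alone). GhiAffx43814.1.S1_at, of unknown function, was at 1367 ± 53.2 and 563, 878 and 65.3 (log2 fold change -2.10, adjusted p = 0.309; log2 fold change -4.39, adjusted p = 1.00e-05 with replicate 3 alone). With all arrays none of these 6 was called by limma.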

Three genes, namely Ghi.6528.1.S1_at, GraAffx.8742.1.S1_at, and GraAffx.33038.1.S1_s_at, were identified as being up-regulated in response to drought stress, and three genes, namely squalene monooxygenase (Ghi.482.1.A1_s_at), GhiAffx.46297.1.S1_s_at, and GhiAffx.43814.1.S1_at, were identified as being down-regulated in Vagad in microarray data analysis and were selected for further validation (Figure 4A). Similarly, three genes, namely GhiAffx.60321.1.S1_x_at, Ghi.6435.1.A1_at, and GhiAffx.31372.1.S1_at, were identified as being up-regulated in response to drought stress, and three genes, namely senescence-associated protein (Ghi.743.1.S1_at), Ghi.1092.3.S1_s_at, and Ghi.3284.1.S1_s_at, were identified as being down-regulated in RAHS-14 and were selected for further validation by using quantitative RT-PCR (Figure 4B). 

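In RAHS-14, Ghi1092.3.S1_s_at, of unknown function, fell from an intensity of 289.5 ± 21.1 under watering to 28.8 ± 1.88 under drought (log2 fold change -3.33, standard error 0.08, adjusted p = 1.96e-04), and Ghi3284.1.S1_s_at, also of unknown function, from 226 ± 42.0 to 46.6 ± 7.14 (log2 fold change -2.27, standard error 0.19, adjusted p = 0.00376). The senescence-associated protein Ghi743.1.S1_at was not called in RAHS-14 (log2 fold change 0.25, standard error 0.05, adjusted p = 0.0377). Neither was GhiAffx31372.1.S1_at, a proteasome-related probe set, at 543 ± 65.3 and 844 ± 126 (log2 fold change 0.63, standard error 0.16, adjusted p = 0.0626). Ghi6435.1.A1_at, annotated as a lysozyme and an acidic endochitinase, was at 1651 ± 63.3 and 1436 ± 65.5 (log2 fold change -0.20, standard error 0.05, adjusted p = 0.0571), and GhiAffx60321.1.S1_x_at, annotated as a pectinesterase and as the calmodulin-like TCH2, at 524 ± 25.8 and 674 ± 40.6 (log2 fold change 0.36, standard error 0.06, adjusted p = 0.0249). Of the probe sets chosen for RAHS-14, only Ghi1092.3.S1_s_at and Ghi3284.1.S1_s_at were called there, both lower. Over the 12 probe sets of the RT-PCR, with those chosen for Vagad included, 2 rose and 3 fell on the arrays under drought in RAHS-14. In Vagad 0 were called with all arrays, 2 higher and 2 lower at an unadjusted p under 0.05, 2 and 2 by the methods' t-test, 0 and 0 after its adjustment, and 0 higher and 5 lower without replicates 1 and 2 of droughted Vagad.

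**Figure D3:**
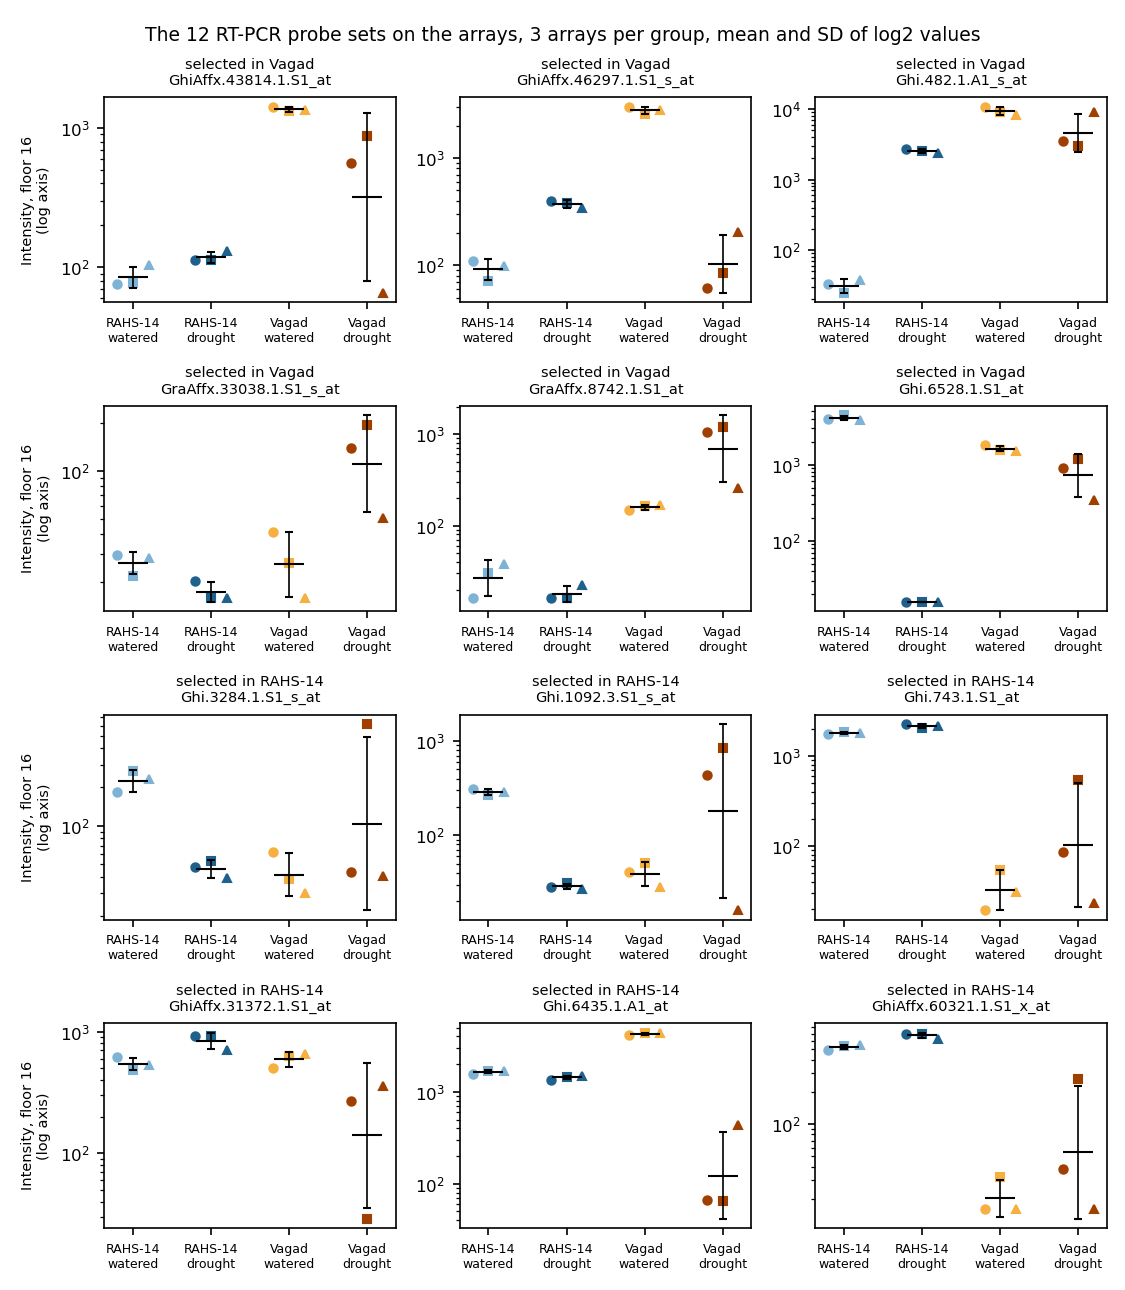
Intensity, on a log axis, of the 12 probe sets chosen for RT-PCR, one panel each, on every array of watered and droughted RAHS-14 and Vagad. Replicate 3 of droughted Vagad lies below replicates 1 and 2 on GraAffx8742.1.S1_at, at 261 against 1042 and 1205.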

The quantitative RT-PCR analysis demonstrated that the up-regulated genes in Vagad showed 5- to 20-fold higher expressions in response to drought stress and that the down-regulated genes showed 5- to 30-fold repression in response to drought. The results were similar in case of the genes selected for RAHS-14. Thus, quantitative RT-PCR results agree with microarray analysis and, hence, validate the microarray data.

**Figure 4:**
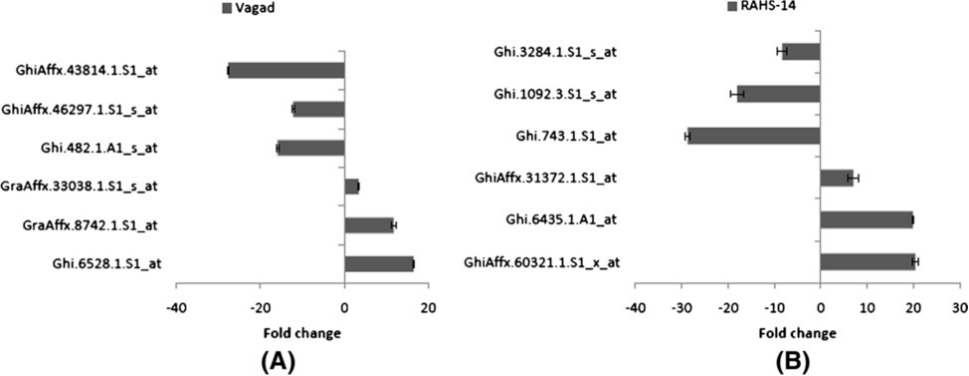
**Validation of microarray differentially expressed genes by quantitative PCR.** (**A**) Vagad (**B**) RAHS-14.

### Gene expression analysis of tolerant (GujCot-21) and sensitive genotype (RAHS-IPS-187) under drought stress by pyrosequencing of transcriptomes

Our initial analysis suggested that GujCot-21 was yet another drought-tolerant genotype, and RAHS-IPS-187 was a drought-sensitive genotype in our studies (Figure 1). Thus, the genotypes GujCot-21 (drought tolerant) and RAHS-IPS-187 (drought sensitive) of *G. herbaceum* were taken for further analysis by transcriptome sequencing of their root tissue to investigate gene expression patterns under drought stress. The 55620 and 49308 sequencing reads were obtained from GujCot-21 and RAHS-IPS-187, respectively (Table 1a). The average lengths of the assembled contigs and singletons were nearly 481 bp and 237 bp, respectively (Table 1a). The average depth of the contigs in GujCot-21 and RAHS-IPS-187 was about five reads per contig. For differential expression analysis of the genes in GujCot-21 and RAHS-IPS-187, the reads from both genotypes were tagged and pooled to form one large dataset that was assembled into contigs by using Roche’s GS-assembler (overlap length ≥40 bp and 90% identity). The 104928 reads were clustered into 2664 contigs and 50,531 singletons with an average length of 508 bp and 231 bp, respectively, for the expression analysis (Table 1a). The significant changes in gene expression as transcript per million (TPM) were calculated using the R statistics (R value ≥ 3) (Additional file 6).

**Table 1:** Summary of transcriptome sequencing data

(a)						
	** Reads**	** Bases**	** Contigs**	**Singleton**	**Av. Contig length**	**Av. S. length**
GujCot-21	55, 620	13, 020, 140	1,281	30, 501	481.7 bp	237.8 bp
RAHS-IPS 187	49, 308	11, 199, 207	858	30, 776	532.9 bp	228.6 bp
Supercontigs	1, 04, 928	24,219, 347	2, 664	50, 531	508.7 bp	231.7 bp
(b)						
	** TAIR**		** NR**		** Cotton EST**	
	Contigs	Singleton	Contigs	Singleton	Contigs	Singleton
GujCot-21	1, 011	17, 081	1, 056	18, 392	779	14,476
RAHS-IPS- 187	682	16, 856	713	9, 885	488	12, 383
Super-Contigs	2, 080	26, 838	2, 163	17204	1, 537	20, 552
(c)						
Contigs	** TAIR**	** NR**	**Cotton_EST**	**Total hits**	** No- hits**	
GujCot-21	1, 011	1, 056	779	1266	15	
RAHS-IPS-187	682	713	488	855	2	
Supercontigs	2, 080	2, 163	1, 537	2432	232	

(a) Sequencing and assembly output (b) Annotation of contigs against NCBI-NR,TAIR and cotton EST (c) total number of annotated and novel contigs (no hit).

### Annotation of root transcriptome of *Gossypium herbaceum*

The resulting contigs and singletons were queried against the NBCI NR, TAIR database for annotation using the BLASTX program at a stringency of e-value of 10E-5 and greater than 50% overlap. Each library was annotated with these databases separately. Out of the total contigs and singletons in GujCot-21, 1011 contigs and 17081 singletons were annotated with the TAIR database (Table 1b, Additional file 7), 1056 contigs and 18392 singletons with the NR database, respectively (Additional file 8). In RAHS-IPS 187, 682 contigs and 16856 singletons were annotated with TAIR, 713 contigs and 9885 singletons with the NR database, respectively (Table 1b). For the digital expression analysis, the assembled data of GujCot-21 and RAHS-IPS-187 were also annotated with these databases. Approximately 81.25% of the assembled data produced significant hits with the TAIR and NR database. A total of 2080 supercontigs and 26838 singletons were annotated with the TAIR, 2163 supercontigs and 17204 singletons with the NR, respectively. To find the common sequences between already reported cotton ESTs and our unigenes, we queried the our dataset against all publicly available cotton ESTs, at criteria of e value of 10^-5^, and at least 99% alignment of either the query or the subject. At these criteria, 779 and 488 contigs of GujCot-21 and RAHS-IPS-187, respectively, matched with cotton ESTs (Additional file 9). Only 15 sequences from GujCot-21 and 2 fromRAHS-IPS-187 did not have any match with NR, TAIR and cotton EST database and hence were considered unique genes (Table 1c). The number of contigs was assigned as unique and common in NCBI; the TAIR and cotton EST databases and presented in Additional file 10. A total of 15, 2 , and 232 contigs were uniquely present in all the 3 database of tolerant genotypes, sensitive genotypes, and supercontigs, respectively.

### Transcriptome analysis of cotton under drought stress reveals large number of drought induced genes and novel transcripts

Differentially expressed genes between GujCot-21 and RAHS-IPS187 were calculated using the R statistics (R value ≥ 3), and 2026 genes were differentially expressed in both the genotypes.For each of the contigs, the counts were converted to transcripts per million (TPM), which were transformed [log2 (fold change values)], and their differences were calculated for the fold change between GujCot-21 and RAHS-IPS-187 (Additional file 6). The quantitative profiling of the transcriptome reveals that 1503 and 1160 genes were differentially up-regulated in GujCot-21 and RAHS-IPS-187 genotypes, respectively, as compared with each other. Interestingly, 135 (17.95%) and 96 (18.17%) genes were up-regulated in GujCot-21 and RAHS-IPS-187 genotypes, respectively, and showed no hit in any database. Further, to obtain a global view of the cotton transcriptome and gene activity in two contrasting genotypes GujCot-21 and RAHS-IPS-187, differentially expressed genes were compared on the basis of their functional annotation. We found that the over-representation of the transcripts related to oxidoreductases, ribosomal proteins, membrane transporter, calcium ion binding proteins, ATPases, dehydrogenases, heat shock protein, and various enzymatic process related to other activities in GujCot21, where as in case of RAHS-IPS-187 transcripts related to hydrolases, nuclear proteins and structural proteins like structural constituent of cytoskeleton were over-represented (Additional file 6). There are several possible implications for the enrichment of these functional classes of genes in specific genotypes. The relative abundance of oxidoreductases, membrane transporter, cell wall-related proteins, and heat shock protein in GujCot-21 may be directly related to their drought-tolerant behavior.

### Functional annotation of differentially expressed genes by GO and KOBAS

In order to assess the differentially expressed genes with their associated biological pathways and to study the plant adaptations to limited water condition in the drought-contrasting genotype of cotton, several unique and common pathways affected by drought stress in GujCot-21 (1504 genes involved) and RAHS-IPS-187 (1161 genes involved) were identified. The significant GO terms (p-value ≤ 0.05) were characterized into biological processes and molecular functions by agriGO (http://bioinfo.cau.edu.cn/agriGO/). The most significant categories, namely response to water deprivation (24%), response to jasmonic acid stimulus (21%), ethylene-mediated signaling pathway (10%), hyperosmotic response (7%), hyperosmotic salinity response (6%), water transmembrane transporter activity (6%), and so on, were the major abiotic stress-related GO categories exclusively present in GujCot-21 and, hence, gained attention. Other GO terms exclusively present in GujCot-21 include response to inorganic substance (30%), methionine metabolic process (9%), anatomical structure arrangement (8%), response to brassinosteroid stimulus (6%), negative regulation of signal transduction (5%), and so on. Also noteworthy were the categories of response to heat (22%), water-soluble vitamin biosynthetic process (8%), response to sucrose stimulus (8%), starch biosynthetic process (5%), regulation of stomatal movement (5%), and so on, which were exclusively present in RAHS-IPS-187 with interesting GO terms. The genes associated with 4 common metabolic pathways include response to reactive oxygen species (12% and 9% of associated genes), response to hydrogen peroxide (8% and 6% of genes), response to high light intensity (7% and 9% of genes), and lipid localization (5% and 7% of genes) in GujCot-21 and RAHS-IPS-187, respectively (Figure 5 and additional file 6). In addition, the KOBAS pathway analysis was also performed to determine the various specific pathways involved in the differential up-regulation of genes. Several biochemical pathways were mapped from gene sets of GujCot-21 and RAHS-IPS-187; among them, significant KOBAS-terms were filtered with a stringent criterion of a p-value ≤ 0.05. Except one pathway, all the other KOBAS terms filtered were exclusively present in either of the genotypes. Significantly, nine KOBAS pathways were specifically modulated in GujCot-21 and six in RAHS-IPS-187 (Additional file 6). A large number of genes from GujCot-21 (91 genes) were mapped to the ribosome; ath03010, making highest a p-value of 6.10E-03, and 33 genes form RAHS-IPS-187 with a p-value of 9.52E-05. Spliceosome; ath03040 is the second-most significant in GujCot-21 and includes 17 associated genes (p-value - 0.006). Several other interesting and important pathways such as Glycolysis / Gluconeogenesis (ath00010; P-value - 0.024017), Flavonoid biosynthesis (ath00941; P-value - 0.038), Fatty acid metabolism (ath00071; P-value – 0.043), Circadian rhythm - plant (ath04712; P-value - 0.044), Terpenoid backbone biosynthesis (ath00900, P-value – 0.045), Histidine metabolism (ath00340; P-value – 0.052), and beta-alanine metabolism (ath00410; P-value – 0.054) were involved and synthesized in response to drought stress in GujCot-21 (Figure 6A). A pathway analysis of the genes present in RAHS-IPS-187 revealed plant hormone signal transduction (ath04075; P-value - 5.81E-05) to be the most significantly represented. It was followed by Phagosome (ath04145; P-value - 0.001), Endocytosis (ath04144; P-value - 0.005), Ubiquitin-mediated proteolysis (ath04120; P-value - 0.029), and Protein processing in endoplasmic reticulum (ath04141; P-value – 0.033), which were biochemical pathways affected by drought stress in RAHS-IPS-187 (Figure 6B). These biochemical pathways present in GujCot-21 and RAHS-IPS-187 indicate the complexity of the metabolic changes involved in plant responses to drought stress.

**Figure 5:**
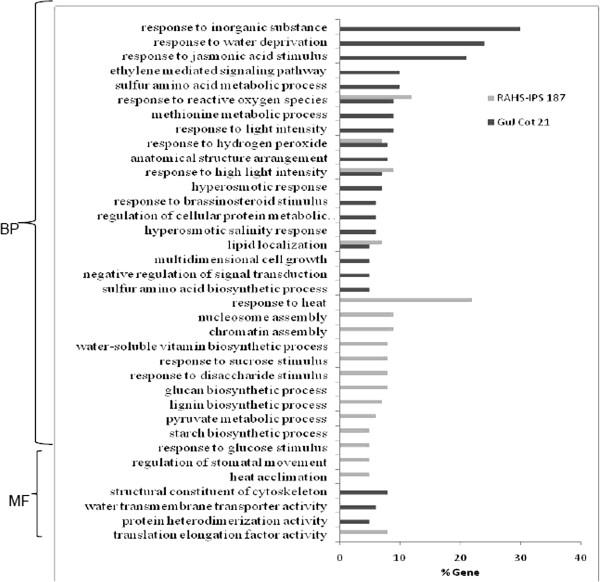
**Gene ontology of differentially expressed contigs (fold change ≥ 2) in drought-tolerant (GujCot-21) and sensitive genotypes (RAHS-IPS-187).** MF-molecular function, BP-Biological process.

**Figure 6:**
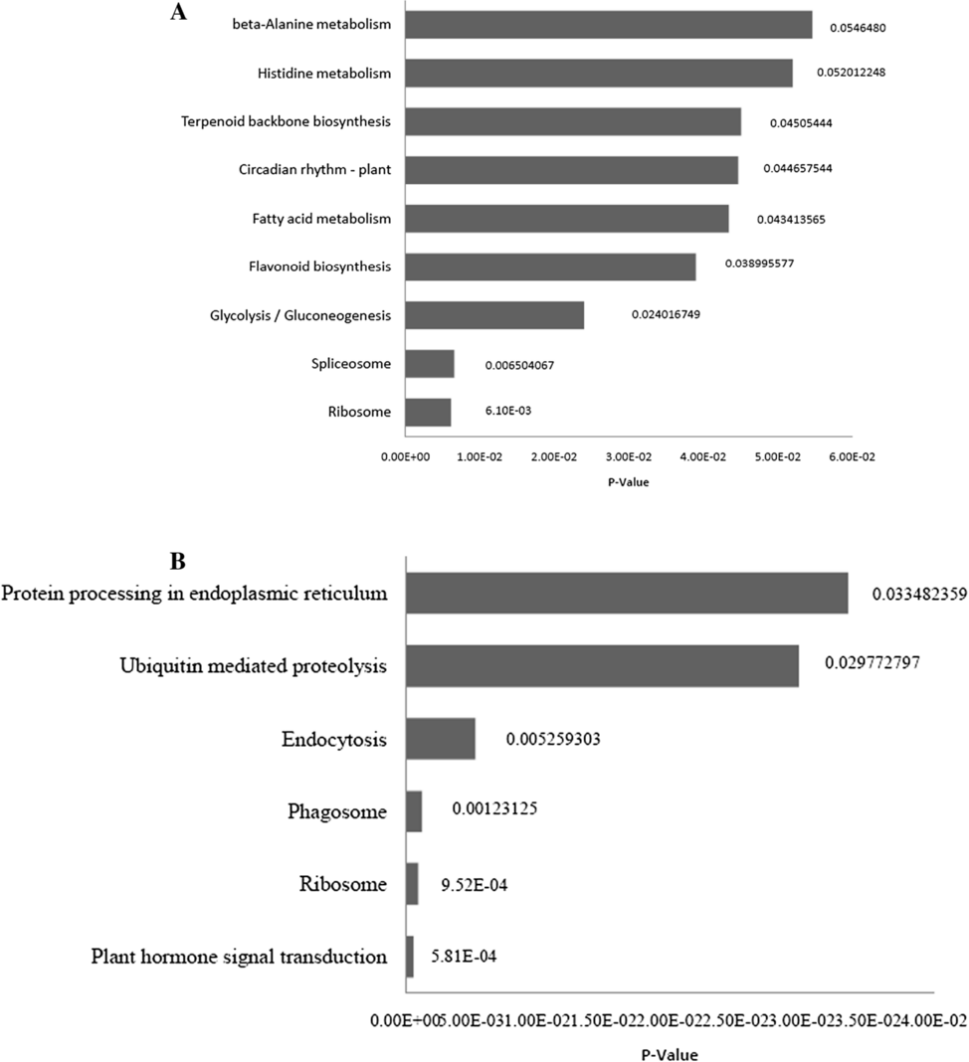
Functional enrichment of differentially expressed contigs (fold change ≥ 2) by KOBAS (A) Tolerant genotype (GujCot-21) (B) Sensitive genotype (RAHS-IPS-187).

### Higher expression of antioxidant enzymes may contribute to drought tolerance in cotton

We identified the transcripts that encode various antioxidant enzymes which were predominantly expressed in GujCot-21, and, hence, these genes could be considered probable components of the complex gene networks involved in the drought condition. Hydrogen peroxide (H_2_O_2_) and superoxide are the major reactive oxygen species (ROS) that are produced in plant cells under biotic or abiotic stresses [34]. Plants have developed several strategies to minimize the oxidative damage of ROS [28]. For instance, hydrogen peroxide is eliminated by catalases (CAT) and ascorbate peroxidases (APX), and superoxide is eliminated by superoxide dismutase (SOD). Cytosolic glutathione reductases (GR) also play a role in the detoxification of H_2_O_2_[35]. Microarray differentially expressed genes (FC ≥ 2) of Vagad and RAHS-14 fetched 13 antioxidants genes, and GujCot-21 contigs from transcriptomes contributed by way of 23 antioxidant-related transcripts. The specific expression of these 36 antioxidants was further classified in three categories, namely, superoxide dismutase, peroxidase, and Glutathione S-transferase. Gujcot21 had 7 contigs encoding superoxide dismutase, 12 contigs of peroxidase, and 6 contigs related to Glutathione S-transferase. The Cu/Zn superoxide dismutase activity showed a significant 6.75-fold higher expression in GujCot-21 (contig 01875) (Table 2). Among several Glutathione S-transferases, the gene encoding GST group 8 was predominantly expressed in GujCot-21, and its activity was reported to play a major role in oxidative stress metabolism [36]. Out of 13 probe sets, 7 from RAHS-14 were distinguished into glutamate (6 probe sets) and peroxidase (1 preobe set), and the remaining 6 probe sets from Vagad were grouped into peroxidase (4 probe sets) and glutathione transferase (2 probe sets). 

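Peroxidase 10 (GhiAffx21573.1.S1_at) had an intensity of 753 ± 6.52 in watered Vagad and 235 ± 43.8 in watered RAHS-14 (log2 fold change 1.70, standard error 0.15, adjusted p = 0.0108). Peroxidase 73 (Ghi6559.1.S1_at) was at 2363 ± 148 and 925 ± 149 (log2 fold change 1.36, standard error 0.14, adjusted p = 0.0160), and another peroxidase (Ghi6564.1.S1_at) at 136 ± 38.4 and 29.1 ± 7.36 (log2 fold change 2.22, standard error 0.30, adjusted p = 0.0316). Of the 13 probe sets in Table 2, 4 were higher (5 higher when adjusted over the list alone) in Vagad under watering. Limma called 0 of the 13 probe sets in Table 2 between the droughted genotypes with all arrays and 1 higher and 2 lower without replicates 1 and 2 of droughted Vagad. With all arrays, 3 lower passed at an unadjusted p under 0.05, 2 lower when adjusted over the list alone, 3 lower by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. Peroxidase 1 (GhiAffx30835.1.S1_s_at) rose under drought in RAHS-14 from 899 ± 42.5 to 2272 ± 55.6 (log2 fold change 1.34, standard error 0.04, adjusted p = 3.75e-04). Droughted Vagad was at 1264, 2216 and 2042 on replicates 1, 2 and 3, and the interaction term did not call it (-0.31, adjusted p = 0.571).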

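GLT1 (GhiAffx53252.1.S1_s_at), an NADH-dependent enzyme of ammonium assimilation, had an intensity of 3026 ± 155 in droughted RAHS-14 and 713, 1082 and 1033 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change -1.71, standard error 0.45, adjusted p = 0.327). It was called lower in Vagad without replicates 1 and 2 of droughted Vagad (log2 fold change -1.55, adjusted p = 0.0196). Drought left it uncalled in RAHS-14 (log2 fold change 0.44, standard error 0.07, adjusted p = 0.0194). Glutamate decarboxylase 5 makes GABA from glutamate. Of its probe sets, GhiAffx40354.1.S1_at was at 399 ± 25.3 in droughted RAHS-14 and 109, 134 and 120.2 in droughted Vagad (log2 fold change -1.73, standard error 0.43, adjusted p = 0.327), and GhiAffx3996.1.S1_s_at at 5040.1 ± 276 and 2452, 2124 and 3161 (log2 fold change -0.99, standard error 0.44, adjusted p = 0.327). With replicate 3 alone, neither was called (adjusted p = 0.0847 and 0.150).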

The probe set id GhiAffx.53252.1.S1_s_at encoded glutamate synthase with highest 5.7-fold expression in RAHS-14. 

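Tau class glutathione S-transferases conjugate glutathione to toxic compounds. The GSTU7 probe set GhiAffx36353.1.S1_at had an intensity of 380.5 ± 32.3 in watered Vagad and 14.8 ± 3.57 in watered RAHS-14 (at least 22.9-fold higher, adjusted p = 3.15e-04). It read 26.7, 32.1 and 291 on replicates 1, 2 and 3 of droughted Vagad and 13.9 ± 6.19 in droughted RAHS-14 (at least 3.62-fold higher, adjusted p = 0.327; at least 16.8-fold higher, adjusted p = 7.60e-06 without replicates 1 and 2 of droughted Vagad). Other GSTU7 probe sets were also higher in watered Vagad, with log2 fold changes of 2.26 for GhiAffx25393.1.S1_at (adjusted p = 0.00118) and 1.71 for GhiAffx33673.1.S1_s_at (adjusted p = 0.00540). Of 7 glutathione S-transferase and glutaredoxin probe sets, 4 were higher (5 higher when adjusted over the list alone) in Vagad under watering. Under drought against watering in Vagad, limma called 0 with all arrays, 0 higher and 2 lower at an unadjusted p under 0.05, 0 and 1 by the methods' t-test, 0 and 0 after its adjustment, and 0 higher and 3 lower with replicate 3 alone.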

The 5.4-fold induction of glutathione transferase (GhiAffx.36353.1.S1_at) was highest in Vagad (Table 2). We found that most of the antioxidant enzymes were highly expressed by drought stress in GujCot-21, which implies that these antioxidant enzymes might have played important roles in plant tolerance to drought stress, whereas RAHS-IPS-187 was susceptible to drought stress.

**Table 2:** Expression level changes of various antioxidant genes under drought stress in cotton root

*Contigs represents antioxidant genes	*TPM Count/†Fold change		**Discription**
	**GUjCot-21**	**RAHS-IPS187**	
contig01875	6.753	-	Cu/Zn superoxide dismutase
contig00529	2.996	-	superoxide dismutase-like protein [Oryza sativa Japonica Group]
contig00696	2.942	-	superoxide dismutase
contig01057	2.826	-	Superoxide dismutase [Mn]; Flags: Precursor
contig01529	2.454	-	copper chaperone for superoxide dismutase [Brachypodium distachyon]
contig01075	2.411	-	Superoxide dismutase [Mn]; Flags: Precursor
contig01149	2.411	-	Cu/Zn superoxide dismutase
contig00854	2.826	-	cytosolic ascorbate peroxidase [Gossypium hirsutum]
contig00876	2.106	-	cytosolic ascorbate peroxidase 1 [Gossypium hirsutum]
contig00801	2.904	-	cytosolic ascorbate peroxidase 1 [Gossypium hirsutum]
contig01716	3.148	-	Glutathione S-transferase 8
contig02159	2.826	-	Glutathione S-transferase 8
contig01551	2.826	-	Glutathione S-transferase 8
contig02357	2.826	-	glutathione peroxidase [Populus trichocarpa]
contig01518	2.411	-	Glutathione S-transferase 8
contig00449	2.367	-	Glutathione S-transferase 8
contig00523	2.205	-	Glutathione S-transferase 8
contig01789	2.826	-	cytochrome P450 H2O2-dependent urate-degrading peroxidase [Glycine max]
contig02191	2.826	-	peroxidase [Ectocarpus siliculosus]
contig00287	2.744	-	PEROXIDASE 11
contig00850	2.563	-	cytochrome P450 H2O2-dependent urate-degrading peroxidase [Glycine max]
contig00752	2.563	-	cytochrome P450 H2O2-dependent urate-degrading peroxidase [Glycine max]
contig00393	2.411	-	putative peroxidase [Oryza sativa Japonica Group]
contig01220	2.411	-	cytochrome P450 H2O2-dependent urate-degrading peroxidase [Glycine max]
contig01737	2.411	-	PEROXIDASE 11
contig01277	2.241	-	cytochrome P450 H2O2-dependent urate-degrading peroxidase [Glycine max]
**†Probe set represents antioxidant genes**	**Vagad**	**RAHS-14**	
GhiAffx.53252.1.S1_s_at	-	5.7884912	glutamate synthase
GhiAffx.1589.38.A1_at	-	4.280462	SGT1A
GhiAffx.3996.1.S1_s_at	-	3.7647517	glutamate decarboxylase
GhiAffx.4043.6.S1_at	-	3.3622708	glutamate decarboxylase 5
GhiAffx.40354.1.S1_at	-	3.1575089	glutamate decarboxylase 5
GhiAffx.30835.1.S1_s_at	-	2.156465	Peroxidase 1
GhiAffx.22115.1.S1_x_at	-	2.1306682	Glutathione S-transferase
GhiAffx.36353.1.S1_at	5.4907985	-	glutathione transferase
GhiAffx.62078.1.S1_at	3.2424738	-	Glutaredoxin C9
GhiAffx.21573.1.S1_at	2.9193442	-	Peroxidase 10
Ghi.6564.1.S1_at	2.6120005	-	peroxidase
Ghi.6559.1.S1_at	2.31927	-	Peroxidase 73
Ghi.6746.1.A1_s_at	2.008061	-	peroxidase

### Different regulations of transporter and cell wall-related genes between the drought-tolerant and sensitive genotypes

Previous findings report that the membrane transporters, which function in cellular transport processes for the maintenance and re-establishment of homeostasis in the plant cytoplasm, were induced with various forms of abiotic stress [37]. Both RAHS-14 and Vagad showed that a large number of genes belonging to the membrane transporter family significantly increased in response to drought stress (Table 3a). However, the most contrasting difference between Vagad and RAHS-14 was that in Vagad, many membrane transporters belonging to the ABC transporter family were expressed in response to drought stress in roots. Similarly, in case of RAHS-14, the transporters belonging to the ATPase super family were predominantly expressed in response to the drought stress (Table 3a). 

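A vacuolar-type pyrophosphatase (Gra700.1.A1_s_at), which pumps protons into the vacuole, had an intensity of 2877 ± 54.2 in watered and 4694 ± 299.8 in droughted RAHS-14, a change under 2-fold (log2 fold change 0.70, standard error 0.05, adjusted p = 0.00272). A protein translocase (GhiAffx5294.2.S1_x_at) was at 4622 ± 170.0 and 5865 ± 259.9 (log2 fold change 0.34, standard error 0.05, adjusted p = 0.0124). The calcium-transporting ATPase Ghi3763.1.A1_s_at fell under drought in RAHS-14, from 378 ± 48.7 to 83.3 ± 17.8 (log2 fold change -2.19, standard error 0.20, adjusted p = 0.00415). Of the 15 probe sets in Table 3a, 1 was lower (1 lower when adjusted over the list alone) under drought in RAHS-14. Among the 15 probe sets in Table 3a, the count under drought in Vagad was 0 by limma, 0 when adjusted over the list alone, 2 higher and 2 lower at an unadjusted p under 0.05, 2 lower by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The count by limma was 1 lower without replicates 1 and 2 of droughted Vagad. In droughted Vagad, the pyrophosphatase read 715, 1335 and 1485 on replicates 1, 2 and 3, against 2020.3 ± 624 in watered Vagad (log2 fold change -0.79, standard error 0.56, adjusted p = 0.365).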

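ABC transporters move compounds across membranes at the cost of ATP. The multidrug resistance protein GraAffx29143.1.S1_s_at had an intensity of 145 ± 9.90 in watered Vagad and 18.6, 30.7 and 74.6 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change -2.05, standard error 0.64, adjusted p = 0.309; log2 fold change -0.95, adjusted p = 0.0301 without replicates 1 and 2 of droughted Vagad). It was 55.6 ± 12.9 in droughted RAHS-14. The multidrug resistance-associated protein GraAffx18588.1.A1_at read 419.5, 75.6 and 4.54 on the same droughted arrays and was below the floor in the other groups (adjusted p = 0.309 against watered Vagad); replicate 3 is also below the floor, so no fold is given. ATATH6 (GraAffx10962.1.A1_at) read 362, 62.3 and 14.1 in droughted Vagad, with watered Vagad below the floor (adjusted p = 0.310), and again replicate 3 lay below the floor. Table 3a also lists GhiAffx13955.1.A1_at as an ABC transporter of droughted Vagad. Its fold between the droughted genotypes was not among those that differed from the paper's. The list counted next is narrower than the ABC transporters of Table 3a. For the 2 probe sets whose annotation names an ABC transporter family under drought in Vagad, limma gave 0 calls with all arrays, 1 lower at an unadjusted p under 0.05, 1 lower when adjusted over the list alone and 0 with replicate 3 alone. With the methods' t-test, 1 lower passed, and 0 after Benjamini-Hochberg adjustment.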

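The vacuolar ATPase subunit AVA-P2 (Ghi3760.1.S1_s_at) had an intensity of 5138 ± 383 in watered and 4622 ± 446 in droughted RAHS-14 (log2 fold change -0.15, standard error 0.10, adjusted p = 0.424). In droughted Vagad it read 1253, 2089 and 3536 on replicates 1, 2 and 3 (log2 fold change -1.13, standard error 0.54, adjusted p = 0.327 against droughted RAHS-14; log2 fold change -0.38, adjusted p = 0.205 without replicates 1 and 2 of droughted Vagad). Of 6 ATPase probe sets, a list that took in a proteasome subunit and ATATH6, 1 was lower (1 lower when adjusted over the list alone) under drought in RAHS-14. Of the 6 ATPase probe sets, limma called 0 between the droughted genotypes, 0 when adjusted over the list alone and 1 lower at an unadjusted p under 0.05. The methods' t-test gave 1 lower and, after Benjamini-Hochberg adjustment, 0, while limma called 0 with replicate 3 alone. The ATP synthase gamma chain (Ghi9771.1.S1_x_at) was at 326 ± 51.7 and 386 ± 24.0 in watered and droughted RAHS-14 (log2 fold change 0.25, standard error 0.13, adjusted p = 0.319) and at 259, 146 and 132 in droughted Vagad; with replicate 3 alone it was called lower in Vagad (log2 fold change -1.54, adjusted p = 0.0104).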

Further, a previous study revealed that the expression of the genes involved in cell wall metabolism was generally repressed during osmotic stress in *Arabidopsis*[38]. We notably observed that 22 out of 28 genes belonging to cell wall biogenesis were repressed in both the genotypes; however, the expression of these genes was significantly higher in RAHS-14 (Table 3b). For example, the expressions of two genes (Ghi.10072.3.A1_at and GhiAffx.60321.1.S1_x_at) that putatively encode glycine-rich protein and pectinesterase were largely unaffected during drought stress in Vagad, but they were significantly down-regulated in RAHS-14 (Additional files 3 and Additional file 5). 

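APL3 (GraAffx29883.2.S1_s_at), a subunit of the enzyme that makes ADP-glucose for starch, rose under drought in RAHS-14 from an intensity of 265 ± 25.4 to 2173 ± 100.4 (log2 fold change 3.04, standard error 0.09, adjusted p = 2.70e-04). A xyloglucan transferase (Ghi1127.2.A1_x_at), annotated as TCH4 in the supplementary list and as XTR6 in Table 3b, fell from 771 ± 57.0 to 45.8 ± 6.86 (log2 fold change -4.08, standard error 0.13, adjusted p = 3.91e-04). Of the 35 probe sets in Table 3b, 3 were higher and 5 lower (3 higher and 5 lower when adjusted over the list alone) under drought in RAHS-14. Limma called 0 of the 35 probe sets in Table 3b under drought in Vagad with all arrays and 3 higher and 4 lower without replicates 1 and 2 of droughted Vagad. With all arrays, 7 higher and 5 lower passed at an unadjusted p under 0.05, 1 higher and 3 lower when adjusted over the list alone, 8 higher and 4 lower by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The interaction term called 0 probe sets of Table 3b with a more positive and 1 with a more negative change in Vagad (15 and 4 adjusted over the list alone), and 9 and 5 with replicate 3 alone. Among the 35 probe sets in Table 3b, the count between the droughted genotypes was 0 by limma, 10 higher and 4 lower when adjusted over the list alone, 12 higher and 6 lower at an unadjusted p under 0.05, 11 higher and 5 lower by the methods' t-test and 1 lower after Benjamini-Hochberg adjustment of it. The count by limma was 6 higher and 4 lower with replicate 3 alone.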

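The glycine-rich protein Ghi10072.3.A1_at had an intensity of 70.4 ± 32.3 in watered and 238 ± 46.4 in droughted RAHS-14 (log2 fold change 1.86, standard error 0.44, adjusted p = 0.0571); the 3 droughted arrays lay above the 3 watered ones, but the change was not called. In Vagad it was at 26.0 ± 8.84 under watering and 19.4, 26.3 and 64.3 on replicates 1, 2 and 3 under drought (log2 fold change 0.36, standard error 0.65, adjusted p = 0.692; log2 fold change 1.37, adjusted p = 0.204 without replicates 1 and 2 of droughted Vagad). The difference of the response between both genotypes was not called (interaction -1.50, adjusted p = 0.288). GhiAffx60321.1.S1_x_at was at 19.3 ± 11.4 in watered Vagad and 38.3, 263 and 10.2 in droughted Vagad, with 1 array of each group at the floor (log2 fold change 1.43, standard error 1.06, adjusted p = 0.380; interaction 1.07, adjusted p = 0.496). Between the genotypes under drought, its log2 fold change was -3.63 (adjusted p = 0.327) with all arrays, of which replicate 3 of Vagad lay at the floor. It was called lower in Vagad with replicate 3 alone (at least 42.1-fold lower, adjusted p = 1.65e-04).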

A comparative transcriptome analysis of drought-tolerant genotype (GujCot-21) and sensitive genotype (RAHS-IPS-187) also showed a similar expression pattern of the membrane transporter-related genes as had been obtained in a microarray analysis of Vagad (tolerant) and RAHS14 (sensitive). Transcriptomic analysis showed approximately 3.2% of differentially expressed genes in GujCot-21 encoding membrane transporter-related proteins. This result indicates that a comparatively less perturbation in the expression of the genes involved in cell wall biology will likely lead to better cell wall protection during drought stress in Vagad and GujCot-21 than in RAHS-14 and RAHS-IPS-187, thereby resulting in the better drought tolerance of Vagad and GujCot-21. Cell wall biogenesis plays an important role in root cell expansion and, in turn, the root architecture; therefore, we next examined in our data the genes belonging to cell wall biogenesis. We found that the number of genes responsible for cell wall biogenesis significantly increased in RAHS-14 and Vagad in response to drought stress (Table 3b). 

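The cellulose synthase CESA3 (Ghi653.1.S1_s_at), a subunit of the complex of primary walls, had an intensity of 4981 ± 6.62 in droughted RAHS-14 and 2679, 1539.5 and 3102 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change -1.09, standard error 0.48, adjusted p = 0.327; log2 fold change -0.68, adjusted p = 0.122 without replicates 1 and 2 of droughted Vagad). GhiAffx7421.1.S1_s_at, a putative catalytic subunit, was at 1423 ± 174 and 187, 913 and 669, and with replicate 3 alone it was called lower in Vagad (log2 fold change -1.08, adjusted p = 0.0201). For the 5 cellulose synthase probe sets between the droughted genotypes, limma gave 0 calls with all arrays, 1 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone and 1 lower with replicate 3 alone. With the methods' t-test, 1 higher and 1 lower passed, and 0 after Benjamini-Hochberg adjustment. UDP-glucose 4-epimerase supplies UDP-galactose for wall polymers. Its UGE2 probe set (GhiAffx36018.1.S1_at) rose under drought in RAHS-14 from 42.3 ± 3.16 to 155 ± 10.4 (log2 fold change 1.88, standard error 0.08, adjusted p = 6.03e-04) and read 180.0, 22.1 and 81.7 in droughted Vagad, against 43.7 ± 7.31 in watered Vagad (interaction -1.21, adjusted p = 0.351). The probe set of the related DUR (Ghi4531.1.A1_at) read 28.2, 25.2 and 857 on the arrays of droughted Vagad, 248 ± 28.3 in watered Vagad and 843 ± 37.1 in droughted RAHS-14 (for drought in Vagad, log2 fold change -1.54, standard error 1.37, adjusted p = 0.441 with all arrays and log2 fold change 1.80, adjusted p = 1.69e-04 with replicate 3 alone).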

The genes representing the enzymes for cell wall biogenesis, namely cellulose synthase, glucosyl synthase, and epimerase, were found to be expressed in both Vagad and RAHS-14 in drought stress (Table 3b). However, in case of Vagad, we identified that xyloglucan: xyloglucan transferase, pectinesterase, lyases, and expansin genes were uniquely expressed in Vagad under drought stress as compared with RAHS-14. 

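Pectate lyases and pectinesterases loosen the pectin of cell walls. The pectate lyase Gra1984.1.A1_at had an intensity of 836, 556 and 136 on replicates 1, 2 and 3 of droughted Vagad and 47.2 ± 16.3 in droughted RAHS-14 (log2 fold change 3.13, standard error 0.79, adjusted p = 0.327), and without replicates 1 and 2 of droughted Vagad it was called higher in Vagad (log2 fold change 1.58, adjusted p = 0.0415). The pectinesterase Ghi7660.1.S1_s_at was at 602, 549 and 178 on the Vagad arrays and 86.2 ± 6.33 in RAHS-14 (log2 fold change 1.05, adjusted p = 0.0180 with replicate 3 alone). In RAHS-14 both fell under drought, with log2 fold changes of -1.36 (adjusted p = 0.0405) and -1.35 (adjusted p = 0.00397), while in Vagad neither was called with all arrays or with replicate 3 alone. The interaction term did not call them with all arrays (adjusted p = 0.264 and 0.288) and called both with replicate 3 alone (2.09, adjusted p = 0.0382, and 1.17, adjusted p = 0.0291). Of the 7 probe sets of pectin-modifying enzymes, limma called 0 between the droughted genotypes, 2 higher and 1 lower when adjusted over the list alone and 2 higher and 2 lower at an unadjusted p under 0.05. The methods' t-test gave 2 higher and 1 lower and, after Benjamini-Hochberg adjustment, 0, while limma called 2 higher and 1 lower with replicate 3 alone.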

A higher expression of these genes further helps in cell wall biogenesis and, hence, probably provides better drought tolerance in Vagad.

**Table 3:** Differentially expressed genes involved in membrane transport channels and cell wall synthesis under drought stress in Vagad and RAHS-14

**(a) Membrane transporter genes family**					
**Genotypes**	**Cotton probe set ID**	**TAIR 10 hit**	**Fold change**	**p-value**	**Descriptions**
RAHS-14^D^					
	Ghi.1932.1.S1_at	AT3G46740	6.862507	0.0339456	outer membrane translocase
	Ghi.3760.1.S1_s_at	AT1G19910	2.9521239	0.02668785	ATPase, F0/V0 complex, subunit C protein
	Ghi.4450.1.A1_at	AT3G01390	2.2963412	0.01776607	V-type proton ATPase subunit G1
	Ghi.5565.6.S1_s_at	AT1G15520	2.354963	0.02798233	ABC transporter G family member 40
	Ghi.9771.1.S1_x_at	AT2G33040	3.4228158	0.02484926	Mitochondorial H + − or Na + −translocating F-type
	GhiAffx.5294.2.S1_x_at	AT2G42210	3.0888186	0.03420474	inner membrane translocas
	Gra.3081.1.A1_s_at	AT4G32530	8.158294	0.04811877	V-type and A-type ATPase (F-ATPase) Superfamily
	Gra.700.1.A1_s_at	AT1G15690	3.1466656	0.00362699	vacuolar membrane proton pump
**RAHS-14**^**C**^					
	Ghi.3763.1.A1_s_at	AT3G63380	5.7281384	0.00042	The P-type ATPase (P-ATPase) Superfamily
**Vagad**^**D**^					
	Ghi.8876.1.A1_at	AT1G51650	2.1752877	0.0222851	Mitochondorial H + − or Na + −translocating F-type
	Ghi.9195.1.A1_s_at	AT1G78720	3.98914	0.0432709	preprotein translocase Sec61 alpha subunit
	GhiAffx.13955.1.A1_at	AT3G47730	2.8928177	0.02658764	The ATP-binding Cassette (ABC) Superfamily
	GraAffx.10962.1.A1_at	AT3G47780	2.3352501	0.04103383	ABC transporter A family member 7
	GraAffx.18588.1.A1_at	AT3G59140	2.7955472	0.04233996	The ATP-binding Cassette (ABC) Superfamily
**Vagad**^**C**^					
	GraAffx.29143.1.S1_s_at	AT3G13080	2.0128014	0.0003014	The ATP-binding Cassette (ABC) Superfamily
**(b) Cell wall synthesis related gene family**					
**RAHS-14**^**D**^					
	Ghi.3798.1.A1_s_at	AT2G21770	5.2988324	0.02936104	cellulose synthase
	Ghi.6435.1.A1_at	AT5G24090	12.502564	0.02899352	acidic endochitinase (CHIB1)
	Ghi.653.1.S1_s_at	AT5G05170	2.3362005	0.04479192	cellulose synthase (Ath-B)
	Ghi.825.2.S1_x_at	AT2G40610	7.838081	0.00000635	expansin, putative (EXP8)
	GhiAffx.1589.84.S1_x_at	AT5G17310	2.6701603	0.02671632	UTP--glucose-1-phosphate uridylyltransferase
	GhiAffx.18156.1.S1_at	AT3G55250	2.8398817	0.04666388	expressed protein
	GhiAffx.36018.1.S1_at	AT4G23920	2.1763752	0.01826835	UDP-glucose 4-epimerase
	GhiAffx.46297.1.S1_s_at	AT4G17030	3.4000947	0.02354693	UTP--glucose-1-phosphate uridylyltransferase
	GhiAffx.49705.1.A1_s_at	AT1G26810	3.7181776	0.048232	galactosyltransferase family protein
	GhiAffx.52955.1.A1_at	AT4G26940	2.0691934	0.0303665	galactosyltransferase family protein
	GhiAffx.5996.1.S1_s_at	AT3G29090	3.9073741	0.02458842	galactosyltransferase family protein
	GraAffx.29883.2.S1_s_at	AT4G39210	10.707062	0.00723294	ADP-glucose pyrophosphorylase
**RAHS-14**^**C**^					
	Ghi.10493.1.S1_s_at	AT5G57560	8.634004	0.0000114	xyloglucan:xyloglucosyl transferase (TCH4)
	Ghi.1127.2.A1_x_at	AT4G25810	7.3133554	0.00000863	xyloglucan:xyloglucosyl transferase (XTR6)
	Ghi.1272.1.A1_s_at	AT2G28470	2.0890183	0.0000454	beta-galactosidase
	Ghi.4531.1.A1_at	AT4G20460	2.1103513	0.00137449	NAD-dependent epimerase
	GhiAffx.7421.1.S1_s_at	AT5G44030	50.340942	0.0000394	cellulose synthase (IRX5)
	Gra.1335.1.A1_s_at	AT5G22740	2.0989435	0.00195653	glycosyl transferase family
**Vagad**^**D**^					
	Ghi.1127.4.S1_x_at	AT4G25810	2.0596108	0.02497086	xyloglucan:xyloglucosyl transferase
	Ghi.5287.1.S1_s_at	AT4G34150	3.1211743	0.03486373	pectinesterase family protein
	Ghi.6619.1.S1_at	AT2G39700	2.451212	0.04148584	expansin, putative (EXP4)
	Ghi.6749.1.S1_s_at	AT4G38400	2.9026875	0.04047799	expansin family protein (EXPL2)
	Ghi.7660.1.S1_s_at	AT3G43270	2.7740989	0.0411485	pectate lyase family protein
	Ghi.9637.2.S1_s_at	AT3G62830	3.7921665	0.03394477	NAD-dependent epimerase/dehydratase family protein
	Gra.1335.1.A1_s_at	AT5G22740	2.9214976	0.03656408	glycosyl transferase family 2 protein
	Gra.1563.1.S1_s_at	AT2G28950	3.9881666	0.01430987	expansin, putative (EXP6)
	Gra.1984.1.A1_at	AT1G04680	4.803666	0.00806574	glycoside hydrolase family
	Gra.2243.1.A1_s_at	AT5G09760	2.1072824	0.04628986	pectate lyase family protein
	Gra.2265.1.A1_at	AT5G13870	2.4477193	0.04345882	xyloglucan:xyloglucosyl transferase (EXGT-A4)
	Gra.2300.1.A1_at	AT2G45470	4.5964513	0.03349594	pectinesterase family protein
	Gra.2380.1.A1_s_at	AT1G67750	2.7641332	0.01198629	glycoside hydrolase family
	Gra.2812.1.S1_s_at	AT4G03210	2.5062635	0.02250669	xyloglucan:xyloglucosyl transferase
	Gra.377.1.S1_s_at	AT2G06850	3.0282483	0.02482058	xyloglucan:xyloglucosyl transferase (EXGT-A1)
	GraAffx.8742.1.S1_at	AT1G32170	15.896784	0.00978865	xyloglucan:xyloglucosyl transferase (XTR4)
**Vagad**^**C**^					
	Ghi.5772.1.S1_a_at	AT4G17030	5.8524	6.0179E-07	expansin-related
	Ghi.6435.1.A1_at	AT5G24090	2.62142	1.7468E-06	acidic endochitinase (CHIB1)
	GraAffx.8742.1.S1_at	AT1G32170	3.4125	0.00012776	xyloglucan:xyloglucosyl transferase (XTR4)
	Ghi.10826.1.S1_at	AT3G57270	28.2959	2.4257E-07	glycosyl hydrolase family

RAHS-14^D^ and Vagad^D^ shows probe sets analysis under drought stress and RAHS-14^C^ and Vagad ^C^ under control condition. Cotton Probe converted unto *Arabidopis* homologous ID at criteria 50 % query match and e-value cutoff 1e-^10^.

### Transcription factors in the drought stress response in roots of *G.herbaceum*

To identify the putative transcription factors in the differentially expressed transcripts of all 4 genotypes, the cotton Affymetrix probe ID and pyrosequencing contigs were annotated with the corresponding homologous locus IDs of Arabidopsis and queried to the AGRIS database (http://arabidopsis.med.ohio-state.edu/AtTFDB/). A total of 138 genes encoding various related transcription factors belonging to 30 different families were affected under the drought condition. 

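WRKY factors regulate genes of defence and senescence. One WRKY probe set (Ghi9192.1.S1_s_at) fell under drought in RAHS-14 from an intensity of 276 ± 20.9 to 47.1 ± 11.7 (log2 fold change -2.58, standard error 0.22, adjusted p = 0.00380) and read 27.6, 29.9 and 34.3 on replicates 1, 2 and 3 of droughted Vagad, against 90.0 ± 5.46 in watered Vagad (interaction 1.02, adjusted p = 0.288). Of 10 WRKY probe sets, 3 were lower (4 lower when adjusted over the list alone) under drought in RAHS-14. Among the 10 WRKY probe sets, the count between the droughted genotypes was 0 by limma, 0 when adjusted over the list alone, 2 lower at an unadjusted p under 0.05, 1 lower by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The count by limma was 3 lower without replicates 1 and 2 of droughted Vagad. WRKY15 (Ghi388.1.S1_x_at) was at 2688 ± 74.2 in droughted RAHS-14 and 824, 1540.3 and 1221 in droughted Vagad (log2 fold change -1.22, standard error 0.47, adjusted p = 0.327; log2 fold change -1.14, adjusted p = 0.0239 with replicate 3 alone).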

The genes encoding WRKY (2 genes; At2g40750; At2g23320), C2C2-CO-like (4 genes; At5g24930; At3g50410; At1g30970; and At1g43860), ARID (1 gene; At1g76510), MADS (2 gene; At3g54340; At5g48670), EIL (1 gene; At3g20770), BZR (1 gene; At1g75080), and RAV (1 gene; At1g68840) TFs were exclusively affected in sensitive genotypes (RAHS-14 and/or RAHS-IPS-187 (Figure 7). The most attention gainers were MADS, ARID, and CO-like TFs, whose related genes are associated with plant development and periodic flowering. Other TFs whose encoding genes were exclusively present in Vagad/or GujCot-21 include ZF-HD (1 gene; At1g74660), CPP (1 gene; At4g14770), TCP (1 gene; At3g27010), REM (1 gene; At4g33280), G2-like (1 gene; At4g13640), CAMTA (1 gene; At5g64220), and ABI3VP1 (1 gene; At3g18990). The ABI3VP1 has been designated as being heat and drought responsive. The CAMTA functions as a negative regulator under biotic stress and is described as being a cold responsive gene. Similarly, the induction of G2-like TF is said to confer thermo-tolerance to the plants. The bZIP (6 genes; At1g77920; At3g19290; At4g34590; At2g40950; At2g42380; and At5g28770) and ARF (3 genes; At4g23980; At5g60450; and At5g62000) were predominant in the Vagad/or GujCot-21, which are reported to be regulated by phytohormones [39,40] .There were few genes encoding various TFs whose expression was almost unanimous in all four genotype, such as MYB, NAC, and AP2/EREBP. These TFs are well reported as playing roles in developmental stages. 

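The MYB factor ATMYB66 (GarAffx37322.1.S1_s_at), known as WEREWOLF for its role in root hair patterning, rose under drought in RAHS-14 from an intensity of 78.6 ± 12.8 to 220.1 ± 18.8 (log2 fold change 1.495, standard error 0.15, adjusted p = 0.00560). On replicates 1, 2 and 3 of droughted Vagad it read 41.7, 270.0 and 64.5, against 82.0 ± 6.42 in watered Vagad (interaction -1.36, adjusted p = 0.306; -1.84, adjusted p = 0.00373, without replicates 1 and 2 of droughted Vagad). Of 4 MYB probe sets, 1 was higher (1 higher when adjusted over the list alone) under drought in RAHS-14. For the 4 MYB probe sets between the droughted genotypes, limma gave 0 calls with all arrays, 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 3 lower with replicate 3 alone. With the methods' t-test, 1 lower passed, and 0 after Benjamini-Hochberg adjustment.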

The MYB TF is required for fiber development [41]; the NAC is a plant-specific transcription factor that is known to play a varied role in plant developmental processes [42].

**Figure 7:**
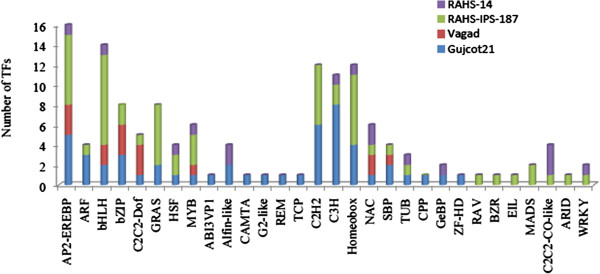
Differentially expressed TFs in all genotypes (Vagad, GujCot-21, RAHS-IPS-187 and RAHS-14).

### Tissue-specific expression of genes in cotton root may contribute to drought tolerance

In order to identify the tissue-specific genes in roots that respond to drought stress, differentially expressed genes in transcriptome analysis were carefully curated for their corresponding homologues in Arabidopsis, and these Arabidopsis IDs were queried against Genevestigator (Figure 8A and B) [43]. The differentially expressed genes showed specific expression in different root zones, including root hair, lateral root, elongation zone, meristamatic zone, stele, and pericycle as well as in the root tip (Figure 9, Figure 8A and B). Genevestigator results showed that the expressions of genes, such as ERD (early-responsive to dehydration stress), family protein (AT4G22120), ABRE binding factor (AT3G19290), tonoplast intrinsic protein (AT2G36830), ribosomal protein (AT1G17080), 26S proteasome (AT4G24820), methyltransferase (AT4G34050), ADH, alcohol dehydrogenase (AT5G43940), and so on, were higher in root hair of the tolerant genotype (Figure 9, Figure 8A and B); whereas in RAHS-14 genes, beta-fructofuranosidase (AT1G35580), kinases-related proteins (AT3G48530), cellulose synthase (AT4G39350), and unknown protein (AT5G02020) showed higher expression. Similarly, the lateral root zone showed the expression of only one gene that exhibited oxidoreductase activity (AT1G60710) in tolerant genotype and two genes encoding vacuolar membrane-related protein (AT3G26810) and signal transduction histidine kinase protein (AT3G21510) in sensitive genotype (Figure 9). In tolerant genotype, a greater number of genes were expressed in the elongation zone of the root as compared with sensitive genotype. The genes encoding tonoplast intisic protein (AT1G09330), cytosolic phosphoglucomutase (AT1G23190), ketoacyl-CoA synthase (AT2G26640), 26S proteasome (AT4G24820), and cellulose synthase (AT5G05170) were expressed in tolerant genotype. Similarly, the genes encoding phosphogluconate dehydrogenase (AT1G64190), aldehyde dehydrogenase (AT1G74920), and tetratricopeptide repeat (TPR)-like superfamily protein (AT4G10840) were expressed in sensitive genotype (Figure 9, Figure 8A and B). Interestingly, tolerant genotype expressed a large number of genes in meristematic, pericycle, and stele regions of the root as compared with sensitive genotype. Stele and pericycle regions of the tolerant root expressed genes such as transcription factor, FAR1-related (AT1G10240), transmembrane nitrate transporter (AT1G32450), coumarate: CoA ligase (AT1G51680), Aldo/keto reductase (AT1G60710), receptor-like protein containing leucine-rich repeats (AT1G65380), zinc finger protein (AT1G74660), and so on; whereas the genes expressed in the pericycle of sensitive genotype were related to the ethylene-responsive family protein (AT4G29100), DAHP (3-deoxy-7-phosphoheptulonate synthase) synthetase family protein, related to senescence (AT1G22410), amino-acid transporter family protein (AT1G47670), and alcohol dehydrogenase (AT1G74920) (Figure 9, Figure 8A and B). The expression analysis of the differentially expressed genes by Genevestigatotr revealed that approximately 44 and 10 genes were expressed in the meristematic tissue of tolerant and sensitive genotype, respectively. In tolerant genotype, many genes related to ribosomal family protein (AT3G06680, AT2G34480, AT3G16780, AT5G22440, AT1G27400, AT2G19740, AT3G53740, AT3G09630, AT5G02870, AT4G10450, AT3G62870, AT3G47370, AT4G33865, and AT4G34555), NAP1-related protein 1(AT1G74560), chromatin modifying enzymes (AT5G64610), and importin proteins (AT3G06720) were present. Similarly, in sensitive genotype genes related to alcohol dehydrogenase (AT1G74920), ribosomal protein (AT2G44065), calmodulin binding protein (AT5G20720), and protein kinases (AT5G47750) were highly expressed (Figure 8B). The presence of the NAP1-related transcript at a meristematic level serves as a good indicator of our root zone profiling of the differentially expressed genes. At the root tip region of the tolerant genotype, we observed the expression of the genes related to ATP binding and aminoacyl-tRNA ligases (AT1G09620), ribosomal family protein, (AT2G34480, AT3G09630, AT3G47370, and AT3G53740), and cytosolic glucose-6-phosphate dehydrogenase (AT5G40760); whereas the expression of these differential genes was absent in sensitive genotype (Figure 8A).

**Figure 8:**
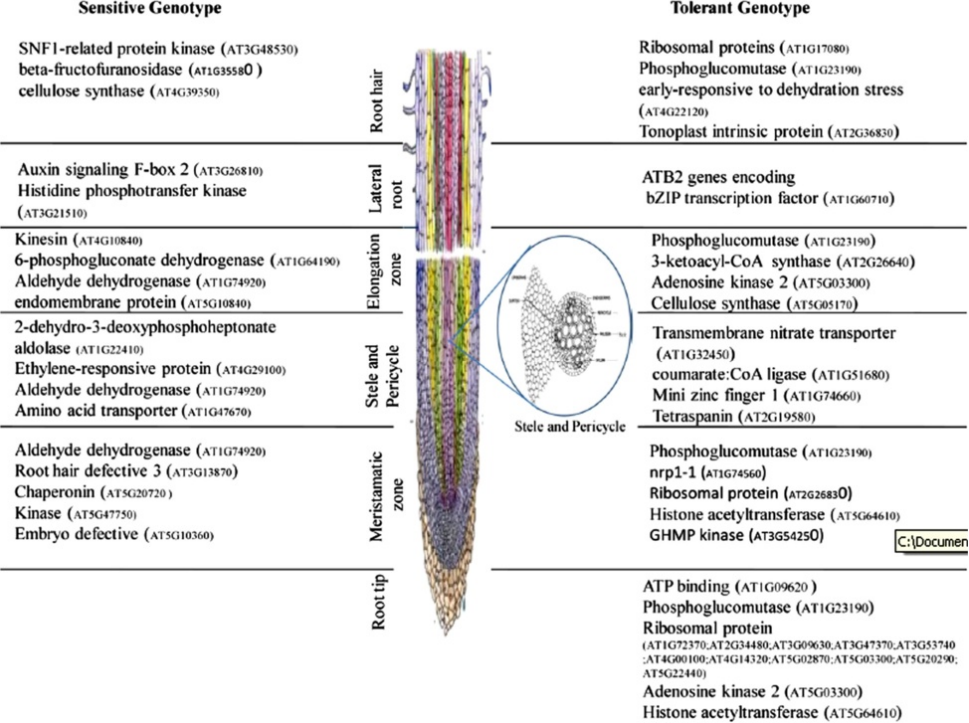
**DEGs are mapped by Genevestigator for tissue-specific expression analysis (A) tolerant and (B) sensitive genotype.** On the basis of percentage expression potential of genes in different root zones obtained from heat map were given numbers and indicated in parenthesis with their description.

**Figure 9:**
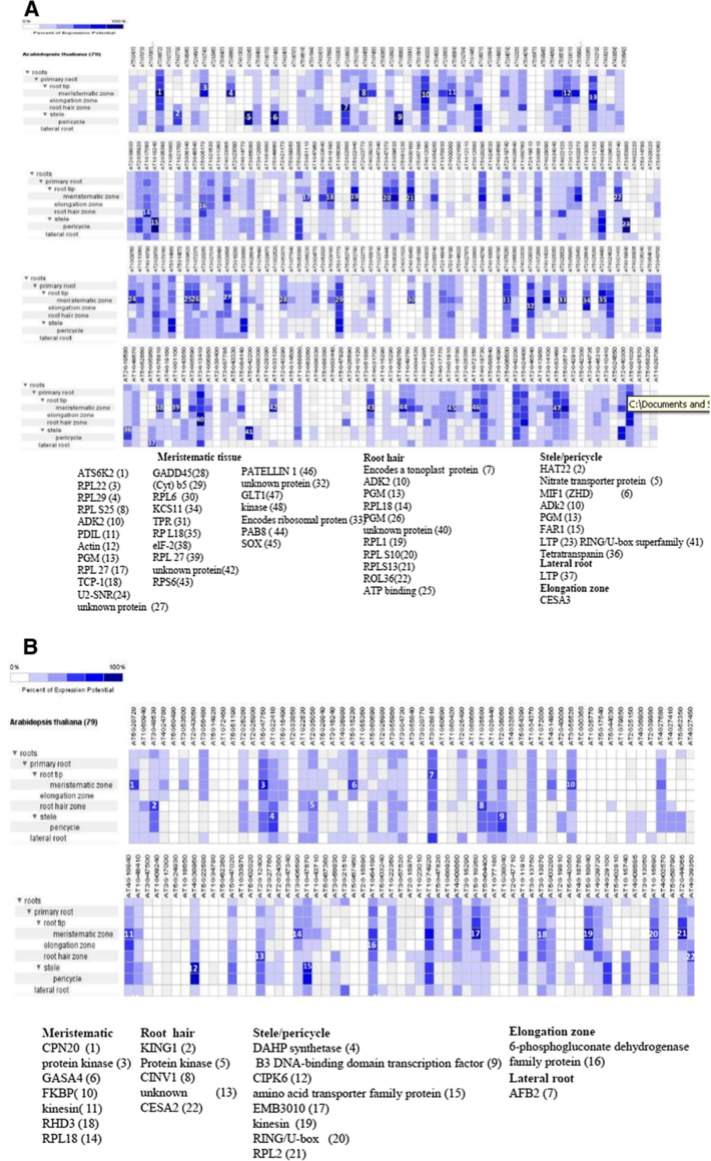
Differentially expressed genes (probe sets and contigs) analyzed by Genevestigator in mapping the specific expression of genes in different root zones.

## Discussion

The present study reports the genome-wide expression studies conducted on the roots of drought-tolerant and sensitive genotypes of *G. herbaceum* and identifies the various genes and pathways responsible for drought tolerance. The drought-tolerant (Vagad and GujCot-21) and -sensitive genotypes (RAHS-14 and RAHS-IPS-187) showed significant variations in root structure and their length under control and mannitol stress (Figure. 1). The longer root length in Vagad and GujCot-21 genotypes showed their inherent ability to adapt to the water stress condition [44]. The adaptive advantage of increased root length and more number of root hairs that facilitate access to water under drought stress has been reported earlier [45]. Vagad and GujCot-21 displayed hydrotrophism at variable concentrations of mannitol, in which the root detects a stress gradient and directs its growth [46]. In Gujcot21 and Vagad, longer primary roots at 6% and 8% mannitol reflected an interesting plant adaptation for better survivability (Figure 1). At moderate stress of 4% mannitol, Vagad and GujCot-21 had improved anatomical adaptation by smaller leaf size and inward rolling of the leaves in order to restrict the exposed leaf surface, thereby limiting water loss by evaporation (Figure 1) [47]. 

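RD19, a cysteine protease first described as responsive to dehydration, had an intensity of 1308 ± 244 in watered Vagad and 168 ± 11.6 in watered RAHS-14 on the probe set Ghi4724.1.A1_x_at (log2 fold change 2.95, standard error 0.17, adjusted p = 0.00388). ERD9 (Ghi779.1.S1_at), another dehydration-responsive gene, was at 373 ± 32.2 and 149 ± 13.4 (log2 fold change 1.32, standard error 0.10, adjusted p = 0.00734). An endochitinase (Ghi6521.1.S1_at) was at 3812 ± 196 and 454 ± 29.0 (log2 fold change 3.07, standard error 0.07, adjusted p = 5.00e-04). Of 7 LEA, dehydrin and dehydration-responsive probe sets, 4 were higher (4 higher when adjusted over the list alone) in Vagad under watering, and of 9 pathogenesis-related probe sets, 5 were higher (5 higher when adjusted over the list alone). Of the 7 LEA, dehydrin and dehydration-responsive probe sets, limma called 0 under drought in Vagad, 0 when adjusted over the list alone and 3 lower at an unadjusted p under 0.05. The methods' t-test gave 1 lower and, after Benjamini-Hochberg adjustment, 0, while limma called 3 lower without replicates 1 and 2 of droughted Vagad. The endochitinase read 291, 561 and 334 on replicates 1, 2 and 3 of droughted Vagad, and its response differed between both genotypes (interaction -3.60, adjusted p = 0.0183). The heat shock cognate HSC70-1 (Ghi834.1.A1_at) was at 47.0 ± 2.18 in droughted RAHS-14 and 413, 1257 and 183 in droughted Vagad (log2 fold change 3.28, standard error 0.76, adjusted p = 0.327, and log2 fold change 1.96 with replicate 3 alone). It does not stand for all heat shock probe sets, as HSP21 was lower on each droughted Vagad array than in droughted RAHS-14.
Picked by name after their values were seen, proline oxidase (Ghi9171.3.A1_s_at) had a log2 fold change of 1.41 between the watered genotypes (adjusted p = 0.00578), a short chain alcohol dehydrogenase (Ghi4.1.A1_at) of 1.11 (adjusted p = 0.00940) and an aldo/keto reductase (Gra275.1.S1_s_at) of 2.18 (adjusted p = 0.00225).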

The expression profiling by microarray analysis and transcriptome sequencing of the root revealed that a large number of genes such as osmotin, serine, aldo-keto reductase, LEA, chalcone synthase, chitinase, RD29, RD19, proline oxidase, ERD9, sodium hydrogen exchanger, glycin, alcohol dehydrogenase, brassinosteroids, HSP 70, and metalothionin were up-regulated in Vagad and GujCot-21 (Additional file 4, Additional file 5, and Additional file 6). Many of these genes were reported to help in osmoregulation and, thus, protect plants in stress management [4,10,29,38,48]. Many of the differentially expressed genes identified were found to represent diverse metabolic pathways (Additional file 4, Additional file 5 and Additional file 6). It was interesting to note that sensitive and tolerant genotypes underwent a larger degree of transcriptional modulation representing the various metabolic processes involved during drought stress (Figure 2, Figure 3 and Figure 5). This transcriptome modulation may eventually result in the synthesis of the secondary metabolic compounds that provide adaptive advantages to genotypes [48]. The gene ontology analysis of the differentially expressed genes obtained in microarray and transcriptome sequencing expression indicates a cross talk among various pathways that helps the tolerant genotypes to survive under drought stress. Many GO terms were exclusively present in Vagad/or Gujcot-21, and most of them were related to categories of abiotic stress, such as cellular response to stimulus, response to hormone stimulus, response to abiotic stimulus, ion transporter, kinase activity (Figure 3), response to inorganic substances, response to water deprivation, response to jasmonic acid, response to salinity, response to hyperosmotic stress, and response to salinity (Figure 5). The enrichment of these stress-related GO terms are indicative of better management of drought stress in tolerant genotypes [26]. The GO terms such as reactive oxygen species, lipid localization, lignin, sucrose, glucan, and starch biosynthesis processes were enriched in RAHS-14/or RAHS-IPS-187, but the percentages of stress-inducible GO terms and genes were less as compared with Vagad/or GujCot-21 (Figure 2 and 5). The result probably indicates that sensitive genotypes had a slow response and, hence, gradually prepared themselves to adapt to drought stress; whereas drought-tolerant genotypes were already equipped with these processes, therefore had a prompt response toward stress, and, hence, adapted better to stress. The KOBAS analysis showed significant enrichment of beta- alanine and histidine metabolism and flavanoid metabolism in GujCot-21 (Figure 6A), which indicates the formation of osmoprotective molecules under the drought condition. During drought stress, beta- alanine and histidine have been shown to increase in several different plant species, including *Arabidopsis*, maize, and wheat [49-51], and are considered as having an osmoprotective function. The secondary metabolites, such as lignin precursors, and flavonoid increase in plants under stress [52]. The presence of ABA phytohormonal pathways in RAHS-IPS-187 (Figure 6B) could be concurrent with their response to drought stress by mediating and channelizing many stress-responsive genes that help the plants in their survival over stress [53]. In contrast, Vagad and GujCot-21 adjust osmotic balance under drought stress by an increase in osmoticum deposition such as beta-alanine and catabolism, import, and utilization of various other secondary metabolites (Figure 6A, Additional file 5 and Additional file 6). The extent of osmotic adjustment in the root, although substantial, is insufficient to maintain turgor wall pressure under drought stress [48,54,55]. The transporter proteins and ion channels also play an important role in osmoregulation or drought tolerance [50]. 

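Sodium/hydrogen exchangers move sodium out of the cytosol. The exchanger Ghi1848.1.S1_at had an intensity of 1099, 478 and 606 on replicates 1, 2 and 3 of droughted Vagad and 167 ± 26.7 in droughted RAHS-14 (log2 fold change 2.05, standard error 0.52, adjusted p = 0.327; called higher in Vagad without replicates 1 and 2 of droughted Vagad, log2 fold change 1.87, adjusted p = 0.00133). In RAHS-14 it fell under drought from 853 ± 83.8 (log2 fold change -2.36, standard error 0.15, adjusted p = 0.00174), and in watered Vagad it was at 853 ± 74.8 (interaction 2.05, adjusted p = 0.264; 1.87, adjusted p = 0.00370, with replicate 3 alone). Another probe set annotated as an exchanger, Ghi5287.1.S1_s_at, is listed in Table 3b as a pectinesterase family protein. It was at 2736, 2758 and 590.4 on the Vagad arrays and 349 ± 36.6 in RAHS-14 (log2 fold change 0.76 with replicate 3 alone). A keyword meant for superoxide dismutases matched 7 probe sets, all of them annotated as sodium exchangers or transporters, and these are given as such. Of the 7, 1 was higher and 2 lower (1 higher and 2 lower when adjusted over the list alone) in watered Vagad. Limma called 0 of the 7 sodium transport probe sets between the droughted genotypes with all arrays and 2 higher with replicate 3 alone. With all arrays, 4 higher passed at an unadjusted p under 0.05, 4 higher when adjusted over the list alone, 4 higher by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it.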

Various membrane transporters, including ion (ABC transporters, ion channels) or sugar transporter, were enriched in Vagad under drought stress (Table 3). These transporters could both maintain the homeostasis of intracellular ion concentrations of cells and stabilize the physiological balance of plants under drought stress [29]. The higher expression of more number of genes related to membrane transporters under drought stress in tolerant genotypes (Vagad and GujCot-21) showed their plastic or adaptive behavior toward drought stress (Additional file 6, Table 3). Cell wall-loosening proteins are believed to play key roles in controlling cell wall extension [56]. The expression of expansins and xyloglucan endotransglycosylase (XET) genes were found to be higher in Vagad when drought was imposed (Additional file 5). It was reported earlier that expansin activity and extractable expansin protein increased in the root when plants were exposed to drought stress [57]. 

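Alpha-expansin (Gra1563.1.S1_s_at), which loosens walls in acid conditions, had an intensity of 806, 1735 and 214 on replicates 1, 2 and 3 of droughted Vagad and 77.0 ± 13.9 in droughted RAHS-14 (log2 fold change 3.13, standard error 0.82, adjusted p = 0.327; called higher in Vagad without replicates 1 and 2 of droughted Vagad, log2 fold change 1.49, adjusted p = 0.0182). In watered plants it was at 119 ± 30.6 in Vagad and 149.9 ± 12.1 in RAHS-14. The expansin-like probe set GhiAffx46297.1.S1_s_at went the other way. Its log2 fold change under drought was -4.76 in Vagad and 2.03 in RAHS-14 (interaction -6.79, adjusted p = 0.00228). The XTR4 probe set GraAffx8742.1.S1_at was at 16.2 ± 5.93 in droughted RAHS-14 and higher in Vagad (log2 fold change 5.26, standard error 0.71, adjusted p = 0.327; log2 fold change 3.86, adjusted p = 0.00255 with replicate 3 alone); it was also called higher in watered Vagad (log2 fold change 2.57, standard error 0.36, adjusted p = 0.0340). TCH4 (Ghi10493.1.S1_s_at) fell under drought in RAHS-14 from 606 ± 38.4 to 85.9 ± 7.89 (log2 fold change -2.82, standard error 0.09, adjusted p = 3.60e-04) and read 31.7, 60.7 and 109 on the arrays of droughted Vagad, against 69.3 ± 8.35 in watered Vagad (interaction 2.60, adjusted p = 0.235). Of 8 xyloglucan endotransglucosylase probe sets, 1 was higher and 4 lower (1 higher and 4 lower when adjusted over the list alone) in watered Vagad, and 4 fell under drought in RAHS-14. Limma called 0 of the 8 xyloglucan endotransglucosylase probe sets between the droughted genotypes with all arrays and 2 higher with replicate 3 alone. With all arrays, 3 higher passed at an unadjusted p under 0.05, 3 higher when adjusted over the list alone, 3 higher by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The interaction term called 0 of these, 7 with a more positive change in Vagad adjusted over the list alone, 7 at an unadjusted p under 0.05, and 4 with replicate 3 alone.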

The higher expression of expansin under drought stress indicates changes in cell wall structure or the chemistry of tolerant genotypes that probably facilitate turgor pressure and the maintenance of ionic balance [56]. Genes encoding for peroxidases showed a significantly higher expression of ascorbate peroxidase, SOD in Vagad and GujCot-21 (Table 2). 

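The peroxiredoxin ATPER1 (Ghi5199.1.A1_at), annotated as a thioredoxin peroxidase, had an intensity of 35.3 ± 2.14 in watered Vagad and was below the floor on the watered RAHS-14 arrays (at least 2.21-fold higher, adjusted p = 0.00213). Of 6 peroxidase probe sets, 4 were higher (4 higher when adjusted over the list alone) in Vagad under watering. Peroxidase 10 (GhiAffx21573.1.S1_at) read 24.9, 402 and 36.3 on replicates 1, 2 and 3 of droughted Vagad (log2 fold change -3.40, standard error 1.07, adjusted p = 0.309 for drought against watering in Vagad; log2 fold change -4.37, adjusted p = 4.31e-05 without replicates 1 and 2 of droughted Vagad). Among the 6 peroxidase probe sets, the count under drought in Vagad was 0 by limma, 0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 1 higher by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The count by limma was 1 higher and 5 lower with replicate 3 alone. For the 6 peroxidase probe sets between the droughted genotypes, limma gave 0 calls with all arrays, 0 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 1 lower with replicate 3 alone. With the methods' t-test, 0 passed, and 0 after Benjamini-Hochberg adjustment. The study's lists annotated no probe set as superoxide dismutase, catalase or ascorbate peroxidase, so no value is given for these.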

The expression of these oxidative radical scavenging enzymes indicates the better management of oxidative radicals in tolerant genotypes during drought stress [34]. 

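The probe set Ghi714.1.S1_s_at, which the supplementary list annotates as the senescence-associated protein SAG29, had an intensity of 1153 ± 118 in watered and 814 ± 75.6 in droughted RAHS-14 (log2 fold change -0.50, standard error 0.11, adjusted p = 0.0433). Droughted Vagad read 448, 623 and 238 on replicates 1, 2 and 3 (log2 fold change -1.001, standard error 0.53, adjusted p = 0.328 against droughted RAHS-14; log2 fold change -1.77, adjusted p = 0.115 without replicates 1 and 2 of droughted Vagad). Of 6 probe sets annotated as ACC oxidase, which makes ethylene from its precursor ACC, 5 were higher (5 higher when adjusted over the list alone) in watered Vagad. One of them, Ghi7070.1.S1_s_at, was at 761 ± 30.2 in watered Vagad and 156 ± 12.6 in watered RAHS-14 (log2 fold change 2.29, standard error 0.07, adjusted p = 0.00101). Under drought in RAHS-14, 1 rose and 1 fell. The one that rose, Ghi7.1.S1_x_at, went from 17.3 ± 5.55 to 105 ± 25.2 (log2 fold change 2.50, standard error 0.25, adjusted p = 0.00551). Of the 6 ACC oxidase probe sets, limma called 0 between the droughted genotypes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The methods' t-test gave 1 higher and, after Benjamini-Hochberg adjustment, 0, while limma called 1 higher with replicate 3 alone.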

Drought resulted in elevated expression levels of several genes in RAHS-14 and RAHS-IPS-187 like 1-aminocyclopropane-1-carboxylate oxidase (Ghi.714.1.S1_s_at; in Additional file 3 and Additional file 6), which catalyze the final step of ethylene biosynthesis [58]. Ethylene is elicited and acts as a signal mediator under almost all biotic and abiotic stress conditions, including drought [58]. The expression of ERF-related genes in sensitive genotypes under the drought condition indicates that sensitive genotypes responds to drought mainly by the ethylene pathway, leading to senescence [59]. The results were in agreement with our previous results on leaf transcriptomes for these genotypes [31]. Among TFs, the expression of the transcription factors containing the AP2-EREBP domain were higher in tolerant genotypes under drought stress (Figure 7); similarly, bHLH (basic helix loop helix) and bZIP (basic leucine zipper domain) transcription factor in Vagad and GujCot-21 were higher. 

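The AP2 domain factor Ghi7074.1.S1_x_at had an intensity of 598, 766 and 218 on replicates 1, 2 and 3 of droughted Vagad and 104 ± 31.3 in droughted RAHS-14 (log2 fold change 2.20, standard error 0.63, adjusted p = 0.327; called higher in Vagad without replicates 1 and 2 of droughted Vagad, log2 fold change 1.11, adjusted p = 0.0387). It fell under drought in RAHS-14 from 317 ± 15.4 (log2 fold change -1.65, standard error 0.23, adjusted p = 0.0135). The AP2/ERF factor GhiAffx15854.1.S1_at was at 191 ± 20.7 in watered RAHS-14 and below the floor under drought (at least 11.9-fold lower, adjusted p = 2.04e-04); it read 67.6, 28.7 and 3.38 in droughted Vagad. Of 25 AP2/ERF and DREB probe sets, a list that took in a peptide release factor and an ALPHA-SNAP protein, 1 was higher and 10 lower (1 higher and 10 lower when adjusted over the list alone) under drought in RAHS-14. Limma called 0 of the 25 AP2/ERF and DREB probe sets between the droughted genotypes with all arrays and 4 higher and 3 lower with replicate 3 alone. With all arrays, 8 higher passed at an unadjusted p under 0.05, 0 when adjusted over the list alone, 3 higher by the methods' t-test and 0 after Benjamini-Hochberg adjustment of it. The interaction term called 0, 8 with a more positive change in Vagad adjusted over the list alone, 10 at an unadjusted p under 0.05, and 7 with replicate 3 alone.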

TFs bHLH and bZIP belongs to a family of proteins that are specific to plants and are found to play a role in a diverse set of biological processes under biotic and abiotic stress. In case of *Oryza sativa*, the over-expression of bHLH and bZIP transcription factors resulted in the expression of several stress-responsive genes in the transgenic plants, thereby conferring the drought tolerance [53,60]. The transcription factors WRKY 75 (GhiAffx.6177.1.S1_at, GhiAffx.61976.1.S1_at) and ZAT 10 (contig00573) were exclusively expressed in Vagad/or Gujcot-21 and are known to regulate root hair development and play a role in stress conditions [17]. It was reported that RHD3 (Root hair defective 3) and LBD (Lateral organ Boundaries Domain) genes play important roles in root development and the formation of root hairs in Arabidopsis [10,60,61]. 

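The WRKY75 probe set GhiAffx6177.1.S1_at had an intensity of 279 ± 15.8 in watered Vagad and 72.1 ± 13.0 in watered RAHS-14 (log2 fold change 1.96, standard error 0.16, adjusted p = 0.00901), and GhiAffx61976.1.S1_at was at 1400.2 ± 81.9 and 469 ± 14.9 (log2 fold change 1.58, standard error 0.05, adjusted p = 0.00111). Under drought, the former read 24.5, 113 and 40.6 on replicates 1, 2 and 3 of Vagad and 23.5 ± 1.70 in RAHS-14, and the latter 1121, 1417 and 523 in Vagad and 754 ± 133 in RAHS-14. Neither was called between the droughted genotypes (log2 fold change 1.04, adjusted p = 0.354; log2 fold change 0.33, adjusted p = 0.675). Without replicates 1 and 2 of droughted Vagad, the values were 0.79 (adjusted p = 0.0427) and -0.51 (adjusted p = 0.117). In Vagad both were lower on that array than under watering (log2 fold change -2.78, adjusted p = 1.60e-04; log2 fold change -1.42, adjusted p = 0.00273), and with all arrays neither passed (adjusted p = 0.309 and 0.474).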

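The LOB domain factor LBD41 (GhiAffx30354.1.S1_at), the probe set that the study's lists annotate to this family, chosen after its values were seen, had an intensity of 2091 ± 132 in watered Vagad and 999 ± 56.4 in watered RAHS-14 (log2 fold change 1.07, standard error 0.07, adjusted p = 0.00540). Under drought it was at 1679 ± 179 in RAHS-14 and 2253, 1752 and 1582 on replicates 1, 2 and 3 of Vagad (log2 fold change 0.14, standard error 0.44, adjusted p = 0.829; log2 fold change -0.08, adjusted p = 0.836 without replicates 1 and 2 of droughted Vagad).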

The higher expression of RHD3 and LBD genes in tolerant Vagad and GujCot-21 could be considered the key regulatory factors for better root length development and for maintaining the plasticity of roots under drought stress conditions (e.g. osmotic adjustments in roots) (Additional file 5 and Additional file 6). There was a preferential expression of genes, such as ERD (early responsive to dehydration stress) family protein, tonoplast intrinsic protein, ribosomal protein, and methyltransferase in the root hair; oxidoreductases in the lateral root region; and cellulose synthase, tonoplast intisic protein, and cytosolic phosphoglucomutase in the elongation region of the root in Vagad (Figure 8 and 8A). Cell division-related genes encoding NAP1 proteins, ribosomal proteins, and transcription factors were over-represented in the meristem. It should be noted that preferentially expressed genes in the pericycle and stele regions of the Vagad were related to nitrate transporter, coumarate-CoA ligase, and aldo/keto reductases (Figure 9 and 8A). Nitrate is the major nitrogen source for the synthesis of amino acids and nucleic acids in plants. In addition to being assimilated in the cytoplasm, it has been proposed that nitrate may be an important osmotic solute [62]. The preferential expression of the nitrate transporter in Vagad may help in the cellular homeostatic maintenance of plants under drought stress. We also observed that many genes which encode cell wall modification enzymes, such as cellulose synthase and cell expansin in the lateral root region of Vagad, are considered as playing a key role in border cell separation and the elongation of the root [55-57]. Our results showed that a significant number of genes encoding ribosomal proteins were highly expressed (fold change ≥2) in tolerant genotypes (Figure 9 and Additional file 6). Plants expressed a high number of ribosomal proteins to balance cellular protein synthesis in response to environmental variations and, at the same time, to adapt to the environment [63]. Earlier studies showed that genes encoding ribosomal proteins play an important role in the development of root meristem and contribute to the growth and development of the root system [63-65]. A higher expression of ribosomal protein could be considered important during cell growth and proliferation under drought stress in the case of tolerant genotypes. Differentially expressed genes were analyzed using the Genevestigator tool (https://www.genevestigator.com/gv/plant.jsp) (Figure 8A and B) for their specific expression in different root zones [43]. Interestingly, a large number of these genes belonged to ribosomal coding proteins and were expressed in either the meristematic zone or the root tip region, which could maintain the homeostatic balance of protein synthesis of the plant under the stress condition [66]. This comprehensive analysis of the transcriptional profile during drought stress will advance our fundamental understanding of the various genes and major metabolic pathways that provide direction for the future genetic engineering of drought-stress tolerance in cotton.

## Conclusion

The present study highlights the impact of drought on the stress-responsive signaling pathways in roots, which regulates the plant adaptation to limited water condition as well as other environmental stresses. The stress-induced transcripts had a variety of membrane transporters, such as peroxidase, catalase, WRKY, AP2 transcription factor, stress-responsive genes, and metabolic and regulatory pathways. The root transcriptome analysis revealed several important genes regulating drought tolerance and that could be considered probable potential targets for candidate gene selection in improving the tolerance of plants.

## Abbreviations

cDNA: complementary deoxyribonucleic acid; cRNA: complementary ribonucleic acid; IVT: in vitro-transcription; FC: Fold change; FDR: False detection rate; GO: Gene ontology; EST: Expressed sequence tag.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AR performed microarray and transcriptome sequencing experiments, initial data analyses and drafted the manuscript. NP performed screening of genotypes, real time PCR and analysis of microarray data. DL helps in analysis of transcriptomics data. NKD help in sample collection and other experiments. SVS mentored the entire project, designing of problem and experiments, critical discussion and suggestions. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of primer used in RT-PCR Description: Word file containing list of primer sequences used for RT-PCR. Click here for file

Additional file 2 **Annotation and fold change (fold change ≥ 2) of up regulated unique genes in RAHS-14 under control condition.** Description: Excel file containing the list of unique up regulated genes and their annotation of RAHS-14 under control condition. Click here for file

Additional file 3 **Annotation and fold change (fold change ≥ 2) of up regulated unique genes in RAHS-14 under drought stress.** Description: Excel file containing the list of unique up regulated genes and their annotation of RAHS-14 under drought stress. Click here for file

Additional file 4 **Annotation and fold change (fold change ≥2) of up regulated genes (probe sets) in Vagad under control condition.** Description: Excel file containing the list of unique up regulated genes and their annotation of Vagad under control condition. Click here for file

Additional file 5 **Annotation and fold change (fold change ≥ 2) of up regulated unique genes in Vagad under drought stress.** Description: Excel file containing the list of unique up regulated genes and their annotation of Vagad under drought stress. Click here for file

Additional file 6 **Contigs analysis by R-statistics of GujCot-21 and RAHS-IPS-187 genotypes.** Description: Excel file containing detail analysis of contigs in both genotypes. Worksheet 1 containing total differential contigs, worksheet 2 is up-regulated contigs in RAHS-IPS-187, worksheet 3 is up-regulated contigs in GujCot-21, worksheet 4and 5 are agriGO of RAHS-IPS-187 and GUjCot-21 respectively. Worksheet 6 and 7 are KOBAS analysis of RAHS-IPS-187 and GUjCot-21 respectively. Click here for file

Additional file 7 **BLASTX analysis of contigs and singlets against NCBI NR database.** Description: Excel file containing BLASTX (TAIR database) results of supercontigs (worksheet1), super singleton (worksheet2), contigs of GujCot-21 (worksheet3), singletone of GujCot-21 (worksheet4), contigs of RAHS-IPS-187 (worksheet 5) and singletone of RAHS-IPS-187 (worksheet 6). Click here for file

Additional file 8 **BLASTX analysis of both transcriptome contigs and singlets against TAIR database.** Description: Excel file containing BLASTX (NCBI NR database) results of supercontigs (worksheet1), super singleton (worksheet2), contigs of GujCot-21 (worksheet3), singletone of GujCot-21 (worksheet4), contigs of RAHS-IPS-187 (worksheet 5) and singletone of RAHS-IPS-187 (worksheet 6). Click here for file

Additional file 9 **BLASTN analysis of both transcriptome contigs and singlets against publicly available cotton EST sequences.** Description: Excel file containing BLASTN (Cotton EST) results of supercontigs (worksheet1), super singleton (worksheet2), contigs of GujCot-21 (worksheet3), singletone of GujCot-21 (worksheet4), contigs of RAHS-IPS-187 (worksheet 5) and singletone of RAHS-IPS-187 (worksheet 6). Click here for file

Additional file 10 **Venn diagram of contigs obtained after BLASTX in NCBI-NR, TAIR and Cotton EST database (BLASTN).** Contigs of (A) Drought tolerant genotype (GujCot-21) (B) Sensitive genotype (RAHS-IPS-187) (C) Supercontigs Description: PPT contains a figures of venn diagram representing unique and common contigs in different database. Click here for file

## References

[B1] BengoughAGMcKenzieBMHallettPDValentineTARoot elongation, water stress, and mechanical impedance: a review of limiting stresses and beneficial root tip traitsJ Exp Bot2011621596810.1093/jxb/erq35021118824

[B2] ManavalanLPGuttikondaSKPhan TranLSNguyenHTPhysiological and molecular approaches to improve drought resistance in soybeanPlant and Cell Physiology200950712607610.1093/pcp/pcp08219546148

[B3] HochholdingerFTuberosaRGenetic and genomic dissection of maize root development and architectureCurr Opin Plant Biol200912217217710.1016/j.pbi.2008.12.00219157956

[B4] TaraminoGSauerMStaufferJLJrMultaniDNiuXSakaiHHochholdingerFThe maize (Zea mays L.) RTCS gene encodes a LOB domain protein that is a key regulator of embryonic seminal and post embryonic shoot borne root initiationPlant J200750464965910.1111/j.1365-313X.2007.03075.x17425722

[B5] CourtoisBAhmadiNKhowajaFPriceAHRamiJFFrouinJHamelinCRuizMRice root genetic architecture: meta-analysis from a drought QTL databaseRice20092211512810.1007/s12284-009-9028-9

[B6] HenryAGowdaVRPTorresROMcNallyKLSerrajRVariation in root system architecture and drought response in rice (oryza sativa): phenotyping of the OryzaSNP panel in rainfed lowland fieldsField Crop Res2011120220521410.1016/j.fcr.2010.10.003

[B7] HodgeARobinsonDGriffithsBSFitterAHWhy plants bother: root proliferation results in increased nitrogen capture from an organic patch when two grasses competePlant Cell Environ199922781182010.1046/j.1365-3040.1999.00454.x

[B8] KingJGayASylvester BradleyRBinghamIANFoulkesJGregoryPRobinsonDModelling cereal root systems for water and nitrogen capture: towards an economic optimumAnn Bot20039133839010.1093/aob/mcg03312547691PMC4244970

[B9] LynchJRoot architecture and plant productivityPlant Physiol199510917131222857910.1104/pp.109.1.7PMC157559

[B10] OkushimaYFukakiHOnodaMTheologisATasakaMARF7 and ARF19 regulate lateral root formation via direct activation of LBD/ASL genes in ArabidopsisPlant Cell Online200719111813010.1105/tpc.106.047761PMC182096517259263

[B11] InukaiYSakamotoTUeguchi-TanakaMShibataYGomiKUmemuraIHasegawaYAshikariMKitanoHMatsuokaMCrown rootless1, which is essential for crown root formation in rice, is a target of an AUXIN RESPONSE FACTOR in auxin signalingPlant Cell Online20051751387139610.1105/tpc.105.030981PMC109176215829602

[B12] HochholdingerFParkWJSauerMWollKFrom weeds to crops: genetic analysis of root development in cerealsTrends Plant Sci200491424810.1016/j.tplants.2003.11.00314729218

[B13] HuJShibataYZhuPPVossCRismanchiNPrinzWARapoportTABlackstoneCA class of dynamin-like GTPases involved in the generation of the tubular ER networkCell2009138354956110.1016/j.cell.2009.05.02519665976PMC2746359

[B14] GriggSPGalinhaCKornetNCanalesCScheresBTsiantisMRepression of apical homeobox genes is required for embryonic root development in ArabidopsisCurr Biol200919171485149010.1016/j.cub.2009.06.07019646874

[B15] GalinhaCHofhuisHLuijtenMWillemsenVBlilouIHeidstraRScheresBPLETHORA proteins as dose-dependent master regulators of Arabidopsis root developmentNature200744971651053105710.1038/nature0620617960244

[B16] MissonJRaghothamaKGJainAJouhetJBlockMABlignyROrtetPCreffASomervilleSRollandNA genome-wide transcriptional analysis using Arabidopsis thaliana Affymetrix gene chips determined plant responses to phosphate deprivationProc Natl Acad Sci U S A200510233119341193910.1073/pnas.050526610216085708PMC1188001

[B17] DevaiahBNKarthikeyanASRaghothamaKGWRKY75 transcription factor is a modulator of phosphate acquisition and root development in ArabidopsisPlant Physiol200714341789180110.1104/pp.106.09397117322336PMC1851818

[B18] DevaiahBNNagarajanVKRaghothamaKGPhosphate homeostasis and root development in Arabidopsis are synchronized by the zinc finger transcription factor ZAT6Plant Physiol2007145114715910.1104/pp.107.10169117631527PMC1976576

[B19] ChenZHNimmoGAJenkinsGINimmoHGBHLH32 modulates several biochemical and morphological processes that respond to Pi starvation in ArabidopsisBiochem J2007405Pt 11911981737602810.1042/BJ20070102PMC1925254

[B20] SchachtmanDPGoodgerJQDChemical root to shoot signaling under droughtTrends Plant Sci200813628128710.1016/j.tplants.2008.04.00318467158

[B21] AloniRAloniELanghansMUllrichCIRole of cytokinin and auxin in shaping root architecture: regulating vascular differentiation, lateral root initiation, root apical dominance and root gravitropismAnn Bot200697588389310.1093/aob/mcl02716473866PMC2803412

[B22] SabatiniSBeisDWolkenfeltHMurfettJGuilfoyleTMalamyJBenfeyPLeyserOBechtoldNWeisbeekPAn auxin-dependent distal organizer of pattern and polarity in the Arabidopsis rootCell199999546347210.1016/S0092-8674(00)81535-410589675

[B23] FrimlJBenkovÃEBlilouIWisniewskaJHamannTLjungKWoodySSandbergGScheresBJÃrgensGAtPIN4 Mediates sink-driven auxin gradients and root patterning ArabidopsisCell2002108566167310.1016/S0092-8674(02)00656-611893337

[B24] NishimuraCOhashiYSatoSKatoTTabataSUeguchiCHistidine kinase homologs that act as cytokinin receptors possess overlapping functions in the regulation of shoot and root growth in ArabidopsisPlant Cell Online20041661365137710.1105/tpc.021477PMC49003215155880

[B25] Dello IoioRLinharesFSScacchiECasamitjana-MartinezEHeidstraRCostantinoPSabatiniSCytokinins determine Arabidopsis root-meristem size by controlling cell differentiationCurr Biol200717867868210.1016/j.cub.2007.02.04717363254

[B26] JiangYDeyholosMKComprehensive transcriptional profiling of NaCl-stressed Arabidopsis roots reveals novel classes of responsive genesBMC Plant Biol200662510.1186/1471-2229-6-2517038189PMC1621065

[B27] SÃnchez-FernÃndezRFrickerMCorbenLBWhiteNSSheardNLeaverCJVan MontaguMInzaDMayMJCell proliferation and hair tip growth in the Arabidopsis root are under mechanistically different forms of redox controlProc Natl Acad Sci19979462745275010.1073/pnas.94.6.274511038608PMC20161

[B28] MittlerRVanderauweraSGolleryMVan BreusegemFReactive oxygen gene network of plantsTrends Plant Sci200491049049810.1016/j.tplants.2004.08.00915465684

[B29] BartelsDSunkarRDrought and salt tolerance in plantsCrit Rev Plant Sci2005241235810.1080/07352680590910410

[B30] WendelJFCRPolyploidy and the evolutionary history of cottonAdv Agron200378139186

[B31] RanjanANigamDAsifMHSinghRRanjanSMantriSPandeyNTrivediIRaiKMJenaSNKoulBTuliRPathreUVSawantSVGenome wide expression profiling of two accession of G. herbaceum L. in response to droughtBMC genomics20121319410.1186/1471-2164-13-9422424186PMC3320563

[B32] KulkarniVNKBMaralappanavarMSDeshapandeLANarayananSSThe worldwide gene pools of gossypium arboreum L. and G. Herbaceum L., and their improvement2009Springer, New York

[B33] ApelKHirtHReactive oxygen species: metabolism, oxidative stress, and signal transductionAnnu Rev Plant Biol20045537339910.1146/annurev.arplant.55.031903.14170115377225

[B34] LunaCMPastoriGMDriscollSGrotenKBernardSFoyerCHDrought controls on H2O2 accumulation, catalase (CAT) activity and CAT gene expression in wheatJ Exp Bot2005564114174231556970410.1093/jxb/eri039

[B35] ChenJHJiangHWHsiehEJChenHYChienCTHsiehHLLinTPDrought and salt stress tolerance of an Arabidopsis glutathione S-transferase U17 knockout mutant are attributed to the combined effect of glutathione and abscisic acidPlant Physiol2012158134035110.1104/pp.111.18187522095046PMC3252094

[B36] ZhangJZCreelmanRAZhuJKFrom laboratory to field. Using information from Arabidopsis to engineer salt, cold, and drought tolerance in cropsPlant Physiol2004135261562110.1104/pp.104.04029515173567PMC514097

[B37] BrayEAGenes commonly regulated by water-deficit stress in Arabidopsis thalianaJ Exp Bot2004554072331234110.1093/jxb/erh27015448178

[B38] HoboTKowyamaYHattoriTA bZIP factor, TRAB1, interacts with VP1 and mediates abscisic acid-induced transcriptionProc Natl Acad Sci19999626153481535310.1073/pnas.96.26.1534810611387PMC24822

[B39] StekelDJGitYFalcianiFThe comparison of gene expression from multiple cDNA librariesGenome Res200010122055206110.1101/gr.GR-1325RR11116099PMC313085

[B40] WangSWangJWYuNLiCHLuoBGouJYWangLJChenXYControl of plant trichome development by a cotton fiber MYB genePlant Cell Online20041692323233410.1105/tpc.104.024844PMC52093615316114

[B41] HuRQiGKongYKongDGaoQZhouGComprehensive analysis of NAC domain transcription factor gene family in Populus trichocarpaBMC plant biology201010114510.1186/1471-2229-10-14520630103PMC3017804

[B42] HruzTLauleOSzaboGWessendorpFBleulerSGenevestigator v3: a reference expression database for the meta-analysis of transcriptomesAdv Bioinformatics200820084207471995669810.1155/2008/420747PMC2777001

[B43] HochholdingerFZimmermannRConserved and diverse mechanisms in root developmentCurr Opin Plant Biol2008111707410.1016/j.pbi.2007.10.00218006363

[B44] RobertsonWKHammondLCJohnsonJTBooteKJEffects of plant-water stress on root distribution of corn, soybeans, and peanuts in sandy soilAgron J198072354855010.2134/agronj1980.00021962007200030033x

[B45] MiyazawaYItoYMoriwakiTKobayashiAFujiiNTakahashiHA molecular mechanism unique to hydrotropism in rootsPlant Science2009177429730110.1016/j.plantsci.2009.06.009

[B46] KadiogluATerziRSaruhanNSaglamACurrent advances in the investigation of leaf rolling caused by biotic and abiotic stress factorsPlant Science201218242482211861410.1016/j.plantsci.2011.01.013

[B47] WestgateMEBoyerJSOsmotic adjustment and the inhibition of leaf, root, stem and silk growth at low water potentials in maizePlanta1985164454054910.1007/BF0039597324248230

[B48] RampinoPPataleoSGerardiCMitaGPerrottaCDrought stress response in wheat: physiological and molecular analysis of resistant and sensitive genotypesPlant Cell Environ200629122143215210.1111/j.1365-3040.2006.01588.x17081248

[B49] YanceyPHOrganic osmolytes as compatible, metabolic and counteracting cytoprotectants in high osmolarity and other stressesJ Exp Biol2005208152819283010.1242/jeb.0173016043587

[B50] WohlbachDJQuirinoBFSussmanMRAnalysis of the Arabidopsis histidine kinase ATHK1 reveals a connection between vegetative osmotic stress sensing and seed maturationPlant Cell Online20082041101111710.1105/tpc.107.055871PMC239072818441212

[B51] BohnertHJNelsonDEJensenRGAdaptations to environmental stressesPlant Cell199577109911111224240010.1105/tpc.7.7.1099PMC160917

[B52] LuGGaoCZhengXHanBIdentification of OsbZIP72 as a positive regulator of ABA response and drought tolerance in ricePlanta2009229360561510.1007/s00425-008-0857-319048288

[B53] SharpREHsiaoTCSilkWKGrowth of the maize primary root at low water potentials: II. Role of growth and deposition of hexose and potassium in osmotic adjustmentPlant Physiology199093413374610.1104/pp.93.4.133716667622PMC1062677

[B54] SharpREDaviesWJSolute regulation and growth by roots and shoots of water-stressed maize plantsPlanta19791471434910.1007/BF0038458924310893

[B55] CosgroveDJLoosening of plant cell walls by expansinsNature2000407680232132610.1038/3503000011014181

[B56] WuYThorneETSharpRECosgroveDJModification of expansin transcript levels in the maize primary root at low water potentialsPlant Physiol200112641471147910.1104/pp.126.4.147111500546PMC117147

[B57] BleeckerABKendeHEthylene: a gaseous signal molecule in plantsAnnu Rev Cell Dev Bio200016111810.1146/annurev.cellbio.16.1.111031228

[B58] LuPLChenNZAnRSuZQiBSRenFChenJWangXCA novel drought-inducible gene, ATAF1, encodes a NAC family protein that negatively regulates the expression of stress-responsive genes in ArabidopsisPlant Mol Biol20076322893051703151110.1007/s11103-006-9089-8

[B59] XiangYTangNDuHYeHXiongLCharacterization of OsbZIP23 as a key player of the basic leucine zipper transcription factor family for conferring abscisic acid sensitivity and salinity and drought tolerance in ricePlant Physiol200814841938195210.1104/pp.108.12819918931143PMC2593664

[B60] HuYZhongRMorrisonIiiWHYeZHThe Arabidopsis RHD3 gene is required for cell wall biosynthesis and actin organizationPlanta2003217691292110.1007/s00425-003-1067-712844267

[B61] SmirnoffNStewartGRNitrate assimilation and translocation by higher plants: comparative physiology and ecological consequencesPhysiol Plant198564213314010.1111/j.1399-3054.1985.tb02326.x

[B62] SongJDingXFengGZhangFNutritional and osmotic roles of nitrate in a euhalophyte and a xerophyte in saline conditionsNew Phytol2006171235736610.1111/j.1469-8137.2006.01748.x16866942

[B63] SormaniRMasclaux-DaubresseCDaniele-VedeleFChardonFTranscriptional regulation of ribosome components are determined by stress according to cellular compartments in Arabidopsis thalianaPLoS One2011612e2807010.1371/journal.pone.002807022164228PMC3229498

[B64] WarnerJRThe economics of ribosome biosynthesis in yeastTrends Biochem Sci1999241143744010.1016/S0968-0004(99)01460-710542411

[B65] HorvathBMMagyarZZhangYHamburgerAWBakaLVisserRGFBachemCWBBagreLEBP1 regulates organ size through cell growth and proliferation in plantsEMBO J200625204909492010.1038/sj.emboj.760136217024182PMC1618091

[B66] BarakatASzick-MirandaKChangFGuyotRBlancGCookeRDelsenyMBailey-SerresJThe organization of cytoplasmic ribosomal protein genes in the Arabidopsis genomePlant Physiol2001127239841510.1104/pp.01026511598216PMC125077

# Supplementary material for: Comparative transcriptomic analysis of roots of contrasting Gossypium herbaceum genotypes revealing adaptation to drought
**Source:** BMC Genomics. 2012 Nov 29;13:680. doi: 10.1186/1471-2164-13-680
**Supplement:** Additional file 6 — Contigs analysis by R-statistics of GujCot-21 and RAHS-IPS-187 genotypes. Description: Excel file containing detail analysis of contigs in both genotypes. Worksheet 1 containing total differential contigs, worksheet 2 is up-regulated contigs in RAHS-IPS-187, worksheet 3 is up-regulated contigs in GujCot-21, worksheet 4and 5 are agriGO of RAHS-IPS-187 and GUjCot-21 respectively. Worksheet 6 and 7 are KOBAS analysis of RAHS-IPS-187 and GUjCot-21 respectively.

**Additional file 10**

List of primers used for RT-PCR.

| Probe set ID | Forward primer (5’--3’ | Reverse primer (5’--3’) |
| --- | --- | --- |
| **Ghi.6528.1.S1_at** | GCATCCTTCAGCCCTACAATAGC | GGATATGAGCTTCGGAGGAAAATG |
| **GraAffx.8742.1.S1_at** | AGGCATCCCAAATGGTAGCATAT- | CGTCGATGAAGTTCCAATTCG |
| **GhiAffx.12340.1.S1_at** | ATGGCATAACAGCGAAGAAAACTG | GTTTTGGGCAATATCCGACTGAA |
| **GraAffx.33038.1.S1_s_at** | GCACAATTTCTCAACACCAGCTT | GATTCCTCGGGTTTCTGGTTTG |
| **Gra.551.1.A1_s_at** | GAAGATCCCGAGGCTTTGGAT | GATTGGGCTTCGTTGACAGTTATG |
| **Ghi.8158.1.S1_s_at** | ATGGATGCTGCACATGGTATCTT | AGAGGCGTGCCGTTGTTTC |
| **GhiAffx.60321.1.S1_x_at** | ACGCACACCTGGACATGGAA | GCGTATATTGCGTGTGTGTAACCTT |
| **Ghi.6435.1.A1_at** | TAACAAGTTCGGCAATGGTCGTA | CTTGATTCCTCGGCTTTGACAA- |
| **GhiAffx.12729.1.A1_at** | GAATCCCTCACTGCGAAAATATCC | TTCGAAACCATTCTGGTGCTACA |
| **GhiAffx.31372.1.S1_at** | CCCTCTCCCTGTCATCATCAGT- | GAGGCGCCATACTTGGTCTTAA |

# Supplementary material for: Comparative transcriptomic analysis of roots of contrasting Gossypium herbaceum genotypes revealing adaptation to drought
**Source:** BMC Genomics. 2012 Nov 29;13:680. doi: 10.1186/1471-2164-13-680
**Supplement:** Additional file 7 — BLASTX analysis of contigs and singlets against NCBI NR database. Description: Excel file containing BLASTX (TAIR database) results of supercontigs (worksheet1), super singleton (worksheet2), contigs of GujCot-21 (worksheet3), singletone of GujCot-21 (worksheet4), contigs of RAHS-IPS-187 (worksheet 5) and singletone of RAHS-IPS-187 (worksheet 6).

## Slide 1

(c)
(b)
(a)
Additional file 9: Venn diagram of contigs obtained after BLASTX in NCBI-NR,TAIR and BLASTN for Cotton EST database. Contigs of (a) Drought tolerant genotype (GujCot-21) (b) Sensitive genotype (RAHS-IPS-187) (c) Super contigs

How the deposited data were processed for this re-analysis (not part of the article)

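RNA of roots of Gossypium herbaceum was measured on 12 Affymetrix cotton arrays, 3 biological replicates each of watered and droughted Vagad and watered and droughted RAHS-14. The deposited table held intensities on a linear scale that the authors had computed with MAS5, a program that scales each array by a single factor. Its version is not given in the sources used here. The paper's methods also name a filter on RMA values, whose values were not used here. The table held 24132 probe sets, and 0 of its value columns belonged to no mapped sample. The 103 Affymetrix control probe sets were left out of the tests, and 24029 remained. No filter on dim probe sets was applied. The median intensity of single arrays lay between 60.81 and 74.18 on 10 arrays and was 322 and 345.3 on replicates 1 and 2 of droughted Vagad. The number of arrays limits the precision, and no depth applies to such values.

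Intensities below 16 were set to 16 and log2 values were taken, with no further normalization. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 6 arrays of each pair of groups. The interaction was fitted on all 12 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The code was tested on simulated data with 200 changed probe sets (seed 20120). Under watering, 29.9%, 89.6% and 97% of simulated log2 changes of 1, 2 and 3 were recovered with 0 false calls, and for drought in RAHS-14 49.3%, 95.5% and 98.5% with 1. With the spread of droughted Vagad, 4.5%, 25.4% and 40.9% were recovered between the droughted genotypes with 106 false calls, and 6%, 29.9% and 47% for drought in Vagad with 145. For the interaction, 100% of changes of 3 were recovered with 0 false calls when every group was given an SD of 0.2, but 52% with 178 false calls when each group had its real spread, a simulation added after the results were seen. Both interaction simulations counted only false calls in the positive direction. The splits of the arrays were 10 for each pair of groups and 100 drawn for the interaction.

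The alternatives set before the data were examined were all 12 arrays in one fit, a replicate block, the methods' t-test with an unadjusted p and after Benjamini-Hochberg adjustment, and no fold minimum. They also included quantile normalization, centring each array on its median, and the 12014 probe sets above the median mean. The others were array weights, an intensity trend with a robust prior, a floor of 64 and leaving out each array in turn. A fit without replicates 1 and 2 of droughted Vagad was added after the values were seen. It kept 10 arrays in one fit, in which the remaining droughted Vagad array was assumed to vary like the other groups.

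The reference table listed 756 probe sets, 710 with 1 gene symbol, 46 with several and 0 with none; 23376 probe sets of the table are not listed in it. Of its symbols, 0 were other than LOC numbers, so gene names were taken from the supplementary tables, which annotate 1056 probe sets, 939 of them naming a gene or protein family. Names such as those of Arabidopsis genes are those of a match in another species, as the annotation gives them. Names of probe sets are written without the point that follows their prefix (Ghi, GhiAffx, Gra, GraAffx or GarAffx). Gene lists were drawn from these annotations by keywords fixed before the values were seen, and they hold only probe sets that the study selected on these arrays. Camera was therefore left out. The keyword for superoxide dismutase matched sodium transporters, and these were reported as such. Genes were named by a rule set before the files were seen: each probe set that the paper names in its text, Table 2, Table 3 or Fig. 4, whose values in the paper's tables had been seen. To these were added the 10 with the largest fold change in each direction of each pair of groups, among called probe sets with a gene name and groups that do not overlap, and the 4 members of a gene list with the smallest p. Others were picked after their values were seen, as stated where they appear.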

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

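The tests of one scaling factor per array, of signal not from plant RNA and of a drought response as the whole cause, the shuffled positions, and the fit without replicates 1 and 2 of droughted Vagad, were chosen only after the results were seen.

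The drought response differed between Vagad and RAHS-14, by the interaction term, at 7 probe sets, which is what made each of them stand out. The log2 differences were Ghi482.1.A1_s_at (squalene monooxygenase) -7.36 (adjusted p = 0.00228), Ghi6528.1.S1_at (a nematode-induced protein) 6.82 or more (adjusted p = 0.00228), GhiAffx46297.1.S1_s_at (an expansin-like probe set) -6.79 (adjusted p = 0.00228) and Ghi5776.1.S1_at (SBP1) -5.70 (adjusted p = 0.00235). They were further Ghi585.1.S1_s_at (another SBP1) -4.66 or lower (adjusted p = 0.00287), Ghi6521.1.S1_at (an endochitinase) -3.60 (adjusted p = 0.0183) and GhiAffx1161.1.S1_at (a probe set with no annotation) 3.05 (adjusted p = 0.0309). They were, without replicates 1 and 2 of droughted Vagad, -6.36, 5.77, -5.78, -4.81, -4.24, -3.79 and 3.04, in the same order; those of Ghi6528.1.S1_at and Ghi585.1.S1_s_at are bounds, as droughted and watered RAHS-14 lay at the floor. Of 100 splits of the arrays, 1, the real one, called as many (7, the highest other 0). These splits shuffle all groups and spread the outlying droughted Vagad arrays over them, so they cannot exclude chance. A simulation with the spread of each group gave 178 false calls, counting only changes more positive in Vagad. It drew each probe set independently and added 200 changes, whereas replicates 1 and 2 of droughted Vagad departed as whole arrays. A similar simulation gave 106 false calls between the droughted genotypes, where the arrays gave 0. The number of false calls therefore cannot be carried over to the 7. Single calls stay uncertain, as leaving out 1 array gave 5 to 11683.

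Control probe sets for transcripts absent from plants drew attention because the paper does not discuss them. Their medians were 136 and 98.2 on replicates 1 and 2 of droughted Vagad, which stand apart from the other 10 arrays. One scaling factor per array is argued against, because a factor leaves correlations as they are, and the highest correlation of either array with the other 10 was 0.588, where the lowest among those was 0.918. Both values are for log2 intensities without the floor. A drought response of Vagad as the whole cause is argued against by the control probe sets, whose median was at least 0.284 of that of all probe sets on these arrays and 0.0295 to 0.108 on the other 10. Its share in the change stays open. Over the 5487 probe sets chosen for being at least 4-fold from watered Vagad on both, the median log2 change was 3.80 on them and 0 on replicate 3. Over the 1048 of these with a watered Vagad mean of at least 64, further above the floor, it was 2.94 and 0.236. Replicate 3 is a single array with a 3' to 5' actin ratio of 41.3, where replicates 1 and 2 had 9.23 and 5.42. It had the lowest array weight (0.00862), which rests on a group mean that includes replicates 1 and 2 and does not measure its own quality. RAHS-14 RNA under a Vagad label stays open. Positions between watered RAHS-14 (0) and watered Vagad (1) were taken over 36 probe sets chosen for large differences under watering, too few to decide it. Replicate 1 lay at 0.718, above the 0.169 to 0.666 of its values shuffled over the probe sets. Replicate 2 lay at 0.624, within its 0.189 to 0.655. Droughted RAHS-14 lay at 0.089 to 0.109 and replicate 3 of droughted Vagad at 0.740. Signal that does not come from the plant RNA is consistent with the control probe sets, whose lower median was 14.1 times the highest of the other arrays, and it stays open whether background or failed hybridization gave it.

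Probe sets called under drought in RAHS-14 but in none of the study's lists, which compare the genotypes, numbered 363 higher and 515 lower under drought. Of 10 splits of these 6 arrays, too few for a share under 0.05, 1 called as many as the real one (1098, the highest other 1).

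The study's drought lists are the next pattern. The values of replicates 1 and 2 as a source of part of them are consistent with the share of listed probe sets at least 2-fold in the listed direction on replicate 3 alone, 45.2% for those higher in RAHS-14 (58.0% and 56.3% on replicates 1 and 2) and 37.5% for those higher in Vagad (90.6% and 89.5%). Against them as the source of all, 517 of 538 and 233 of 256 lay in the listed direction on replicate 3, with 0 at least 2-fold the other way, though the study chose its lists with that array included. A drought difference between the genotypes stays open for the others, as replicate 3 is a single array. In limma's fits with all arrays, 0 were called between the droughted genotypes and 0 under drought in Vagad, and in both, 10 of 10 splits, too few for a share under 0.05, called as many as the real one (0, the highest other 0). At an unadjusted p under 0.05 and at least 2-fold there were 2003 higher and 626 lower between the droughted genotypes and 2623 and 578 for drought in Vagad.

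The difference between the watered genotypes, 430 probe sets, is the last pattern. Whether it is confined to the watered arrays, for which no label names a batch, cannot be told apart from a genotype difference: 29.1% of these probe sets (125) were at least 2-fold the same way on replicate 3 of droughted Vagad and 34 the other way, against 7.38% of all probe sets either way, which on that single array goes against it as the cause of all 430 without excluding it. Sequence differences between the genotypes under the probes cannot be told apart either, since the table holds 0 values per single probe. Of 10 splits, too few for a share under 0.05, 1 called as many as the real one (430, the highest other 0). A genotype difference in expression, the biological explanation that the design names, was not tested apart from these.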

How the results depend on the processing

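The fit without replicates 1 and 2 of droughted Vagad was chosen only after the results were seen, and the cause of each change below was not tested. Signal over background limits the values: on 10 arrays, 24.7% to 29.8% of probe sets lay at or below 16, and changes among them are hidden by the floor. In a fit without 1 or 2 arrays of droughted Vagad, a lone array was assumed to vary like the other groups. Camera was not run with the preset or the estimated correlation, because the gene lists come from the study's own annotation.

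Under watering, with 194 probe sets higher in Vagad and 236 higher in RAHS-14, all 12 arrays in one fit gave 28 and 20, no fold minimum 631 and 706, the methods' t-test at an unadjusted p 259 and 391, the floor of 64 147 and 142, and median centring 257 and 163. Leaving out 1 array gave 124 to 167 and 109 to 166, and in total 245 to 333. The count higher in RAHS-14 fell more than 1.5 times without RAHS-14 watered replicate 1, 2 or 3 or Vagad watered replicate 2 or 3, and that higher in Vagad without RAHS-14 watered replicate 3 or Vagad watered replicate 2.

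Between the droughted genotypes, with 0 and 0, all 12 arrays in one fit gave 74 and 53, the methods' t-test 739 and 494, or 1 and 2 after Benjamini-Hochberg adjustment, and the floor of 64 0 and 2. It was, without replicates 1 and 2, 472 and 560, and leaving out 1 array gave 0 to 7120 and 0 to 2167, and was above 0 only without Vagad drought replicate 3. For drought in Vagad, with 0 and 0, all 12 arrays in one fit gave 529 and 208, the methods' t-test 969 and 439, and the floor of 64 0 and 1. With replicates 1 and 2 left out it was 767 and 673, and leaving out 1 array gave 0 to 7263 and 0 to 2008, again above 0 only without Vagad drought replicate 3.

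For drought in RAHS-14, with 483 and 615, all 12 arrays in one fit gave 54 and 70, and no fold minimum 2065 and 2143. Leaving out 1 array gave 369 to 425 and 511 to 537. The interaction, at 7, gave 11 with quantile normalization, 40 with median centring, 44 above the median mean, 3838 with array weights, 23 with an intensity trend, 106 with the floor of 64 and 1063 without replicates 1 and 2. Leaving out 1 array gave 5 to 11683, with a change over 1.5 times without Vagad drought replicate 1, 2 or 3.

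Pairing of the samples by replicate number was checked on the deviations of each array from its group mean. Across probe sets, those of arrays of the same number correlated at -0.031 to 0.047, which gave no sign of pairing but cannot exclude it. The deviations correlated best with those of the same number for drought in Vagad, but not in the other comparisons. As a block, replicate numbers gave 48 and 23 under watering, 269 and 385 for drought in RAHS-14, and 5 for the interaction.

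In the study's lists, the probe sets at least 2-fold went from 240 to 103 with median centring and to 96 without replicates 1 and 2 for those higher in Vagad under drought, and from 324 to 527 with median centring for those higher in RAHS-14. For single probe sets, 524 of 602 values under watering kept their call and 78 lost it. ATPER1 (Ghi5199.1.A1_at) was 0 with the floor of 64. Between the droughted genotypes, 540 of 628 stayed uncalled and 88 were called. For drought in Vagad, 273 of 300 stayed uncalled and 26 were called. The remaining one, Ghi4531.1.A1_at (DUR), was -1.54 with all arrays and 1.80 without replicates 1 and 2. For drought in RAHS-14, 551 of 590 kept their status, 29 lost a call and 10 gained one. For the interaction, 313 of 354 kept it, 25 lost a call and 16 gained one.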

Differences from the paper's values

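Values are given as the paper's first and that from the deposited intensities second. The alternatives set before the data were examined under which a value no longer differed from the paper's are named with their values, in brackets for single probe sets. Under every other alternative run for that value, it differed. A count was taken to differ when one was more than 1.5 times the other. A fold was taken to differ when both values were more than 1.5 times apart and by more than the larger replicate SD, or more than 1.5 times apart with an array at the floor; against a group wholly at the floor, only a larger fold than the paper's counted. An RT-PCR value was taken to differ when the signs differed or the gap passed both of these limits. For calling a probe set, the paper names Student's t-test at a p of at most 0.05, a fold of at least 2 and filtered RMA values, whereas the counts here needed an adjusted p under 0.05 by limma on MAS5 values.

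Under watering, the paper's count of probe sets higher in RAHS-14 is 156, against 236. The count no longer differed with the methods' t-test after Benjamini-Hochberg adjustment (165), quantile normalization (188), median centring (163), probe sets above the median mean (214), an intensity trend with a robust prior (214) and the floor of 64 (142). The same held when any 1 array was left out (109 to 166). It still differed with all 12 arrays in one fit (20), the methods' t-test at an unadjusted p (391), a replicate block (23), no fold minimum (706) and array weights (269). Under drought, the paper's count of probe sets higher in Vagad is 256, against 0 by limma, and it differed under all 17 alternatives set before the data were examined. At an unadjusted p under 0.05 and at least 2-fold, limma gave 2003, and the methods' t-test gave 739, or 1 after Benjamini-Hochberg adjustment. The paper's count of those higher in RAHS-14 is 538, against 0 by limma, and it no longer differed with the methods' t-test at an unadjusted p (494) but differed under the other 16. At an unadjusted p limma gave 626, and the adjusted t-test gave 2. In the fit without replicates 1 and 2 of droughted Vagad, chosen after seeing the values, the counts were 472 and 560, the latter not differing from the paper's. That fit left uncalled 198 of the 256 and 355 of the 538 probe sets that the paper lists.

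For Table 2 under drought, the folds in the direction of the table were: GLT1 (GhiAffx53252.1.S1_s_at) 5.79 against 3.26, and GAD5 (GhiAffx3996.1.S1_s_at) 3.76 against 1.98 (5.46 with median centring). Next came GAD5 (GhiAffx4043.6.S1_at) 3.36 against 1.68 (3.60 with quantile normalization, 4.63 with median centring, 2.38 with array weights, 2.13 without Vagad drought replicate 2, 1.90 without Vagad drought replicate 3), and peroxidase 1 (GhiAffx30835.1.S1_s_at) 2.16 against 1.27 (1.48 with array weights). For Table 2 under watering they were: GSTU7 (GhiAffx36353.1.S1_at) 5.49 against at least 22.9 (5.93 with the floor of 64), and a peroxidase (Ghi6564.1.S1_at) 2.61 against 4.66 (3.53 with quantile normalization, 2.07 with the floor of 64). In Table 3a under drought, the folds were: the ATP synthase gamma chain (Ghi9771.1.S1_x_at) 3.42 against 2.26 (4.63 with quantile normalization, 2.34 without RAHS-14 drought replicate 2, 2.78 without Vagad drought replicate 1), and a vacuolar probe set (Gra3081.1.A1_s_at) 8.16 against 4.43 (7.19 with quantile normalization, 12.2 with median centring, 4.92 with array weights, 5.91 without Vagad drought replicate 3). Next came a zinc ion binding protein (Ghi8876.1.A1_at) 2.18 against 4.56 (2.12 with quantile normalization, 1.93 with median centring, 1.86 with the floor of 64, 2.16 without Vagad drought replicate 1), and ATATH6 (GraAffx10962.1.A1_at) 2.34 against 4.23, a fold of floored values that is no bound, with arrays of both groups at the floor (1.60 with quantile normalization, 1.62 with median centring, 1.78 with the floor of 64, 1.87 without Vagad drought replicate 1). Then came a multidrug resistance-associated protein (GraAffx18588.1.A1_at) 2.80 against 4.99, a fold of floored values that is no bound, with arrays of both groups at the floor (2.70 with quantile normalization, 1.79 with median centring, 1.98 with the floor of 64, 2.17 without Vagad drought replicate 1). In Table 3b under drought, they were: a ubiquitin-activating enzyme (GhiAffx49705.1.A1_s_at) 3.72 against 1.70 (4.68 with median centring), and a beta-1,3-galactosyltransferase (GhiAffx52955.1.A1_at) 2.07 against 0.736 (1.19 with quantile normalization, 2.03 with median centring, 1.04 without Vagad drought replicate 2). Next came EXGT-A4 (Gra2265.1.A1_at) 2.45 against 4.91 (1.93 with quantile normalization, 1.78 with median centring, 4.64 without RAHS-14 drought replicate 3, 4.47 without Vagad drought replicate 1, 3.77 without Vagad drought replicate 2), and a pectate lyase (Gra2380.1.A1_s_at) 2.76 against 1.56. Then came a xyloglucan endotransglycosylase (Gra377.1.S1_s_at) 3.03 against 1.26, and XTR4 (GraAffx8742.1.S1_at) 15.9 against 38.4 (13.7 with median centring, 10.8 with the floor of 64). In Table 3b under watering, they were: a cellulose synthase subunit (GhiAffx7421.1.S1_s_at) 50.3 against 1.27, and a hypothetical protein (Ghi5772.1.S1_a_at) 5.85 against 9.96 (7.80 with quantile normalization). Next came XTR4 (GraAffx8742.1.S1_at) 3.41 against 5.96 (4.41 with quantile normalization, 2.47 with the floor of 64, 4.62 without RAHS-14 watered replicate 1). A value below 1 lay in the direction opposite to the table. For probe sets that the text names and the supplementary lists give, the folds were: SAG29 (Ghi714.1.S1_s_at) 4.83 against 2.00 (5.52 with median centring), and a glycine-rich protein (Ghi10072.3.A1_at) 2.88 against 7.33 (3.66 with the floor of 64). Chosen after seeing the values, the fit without replicates 1 and 2 of droughted Vagad gave a fold that no longer differed for these values under drought: 2.92 for Ghi9771.1.S1_x_at, 2.05 for Ghi8876.1.A1_at, 1.55 for GhiAffx52955.1.A1_at, 2.40 for Gra2265.1.A1_at, 2.43 for Gra377.1.S1_s_at, 14.5 for GraAffx8742.1.S1_at, 3.40 for Ghi714.1.S1_s_at, 3.65 for Ghi10072.3.A1_at. It left uncalled the 198 and 355 listed probe sets given above.

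For the RT-PCR (Fig. 4, read by eye), the paper's fold changes under drought are set against those of the arrays, negative where drought was lower. In Vagad they were: an unknown protein (GhiAffx43814.1.S1_at) about -28 against -4.29 (-13.5 with median centring, -7.13 without Vagad drought replicate 2), and an expansin-like probe set (GhiAffx46297.1.S1_s_at) about -12 against -27.1 (-21.0 without Vagad drought replicate 1). Next came squalene monooxygenase (Ghi482.1.A1_s_at) about -16 against -2.02, and XTR4 (GraAffx8742.1.S1_at) about 11 against 4.36 (5.38 with array weights, 7.08 without Vagad drought replicate 3). Then came a nematode-induced protein (Ghi6528.1.S1_at) about 16 against -2.25. In RAHS-14 they were: an unknown protein (Ghi3284.1.S1_s_at) about -8 against -4.83 (-5.35 without RAHS-14 watered replicate 1), and an unknown protein (Ghi1092.3.S1_s_at) about -18 against -10.1. Next came the senescence-associated protein (Ghi743.1.S1_at) about -29 against 1.19, and a proteasome-related protein (GhiAffx31372.1.S1_at) about 7 against 1.55. Then came a lysozyme (Ghi6435.1.A1_at) about 20 against -1.15, and a pectinesterase or TCH2 (GhiAffx60321.1.S1_x_at) about 20 against 1.28. With replicates 1 and 2 of droughted Vagad left out, chosen after seeing the values and with the same 198 and 355 listed probe sets left uncalled, the array values no longer differed at 20.9-fold lower for GhiAffx43814.1.S1_at and 13.5-fold lower for GhiAffx46297.1.S1_s_at.

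Some directions also differ. The paper's RT-PCR and text give the nematode-induced protein Ghi6528.1.S1_at as raised by drought in Vagad, where the arrays gave a log2 fold change of -1.17 (adjusted p = 0.311). They give the senescence-associated protein Ghi743.1.S1_at as lowered and the lysozyme Ghi6435.1.A1_at as raised in RAHS-14, where the arrays gave 0.25 (adjusted p = 0.0377) and -0.20 (adjusted p = 0.0571). Among wall-related genes, the paper describes a glycine-rich protein and a pectinesterase as lowered by drought in RAHS-14, while its RT-PCR and the text on it give the latter as raised, the direction of the arrays. On the arrays, Ghi10072.3.A1_at gave 1.86 (adjusted p = 0.0571) and GhiAffx60321.1.S1_x_at 0.36 (adjusted p = 0.0249), neither called. The fold that Table 3b prints for the cellulose synthase subunit under watering equals the one that the supplementary list prints for Ghi743.1.S1_at.

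Other values did not differ. The paper's count of probe sets higher in Vagad under watering is 165, against 194. That count differed with all 12 arrays in one fit (28), a replicate block (48), median centring (257), the methods' t-test at an unadjusted p (259) and no fold minimum (631). For the list higher in RAHS-14 under drought, only totals above 5-fold are compared. Just 29 probe sets were above 5-fold both in the paper's list and in the deposited intensities. The paper's count of those above 5-fold in this list is 80, against 56. This last count differed with quantile normalization (149) and median centring (328), and it was 28 without replicates 1 and 2 of droughted Vagad, a fit chosen after seeing the values. For Ghi482.1.A1_s_at under watering the paper's fold is 208, against 297, and for Ghi743.1.S1_at it is 50.3 against 57.1. Of the folds in Table 2, 7 of 13 did not differ, in Table 3a 10 of 15, and in Table 3b 29 of 38. Of the RT-PCR values, that of GraAffx33038.1.S1_s_at did not differ.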

Other observations

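Of 4 nematode-induced MIC probe sets of cotton, 4 were lower in Vagad than in RAHS-14 under watering, and 2 fell under drought in RAHS-14. Between the droughted genotypes, limma called 0, 2 higher when adjusted over the list alone, 2 higher in Vagad at an unadjusted p under 0.05, 2 higher by the methods' t-test, 0 after Benjamini-Hochberg adjustment, and 2 higher with replicate 3 alone. Their interaction was called for 1, and more positive in Vagad for 4 when adjusted over the list alone. Among markers of tissues other than root, 3 of 17 photosynthesis probe sets were higher and 3 lower in watered Vagad, and 1 rose and 4 fell under drought in RAHS-14. Of 7 fiber and 13 cell cycle and histone probe sets, 2 and 2 were lower in watered Vagad, and limma called 0 higher; at an unadjusted p under 0.05, 1 and 0 were higher, 1 and 0 by the methods' t-test, and 0 and 0 after Benjamini-Hochberg adjustment. Between the droughted genotypes limma called 0 of the photosynthesis, fiber and cell cycle probe sets; in that order, 5 higher and 5 lower, 0 and then 3 higher and 5 lower at an unadjusted p under 0.05, 4 higher and 4 lower, 0 and then 2 higher and 5 lower by the methods' t-test, 0, 0 and then 0 after its adjustment, and 2 higher and 4 lower, 1 higher and then 3 lower with replicate 3 alone. The single seed storage probe set was not called between the watered genotypes (0 by limma, 0 at an unadjusted p under 0.05, 0 by the methods' t-test). In Vagad against RAHS-14 under drought, limma called 0, 1 higher when adjusted over the list alone, 1 higher in Vagad at an unadjusted p under 0.05, 1 higher by the methods' t-test, 0 after Benjamini-Hochberg adjustment, and 1 higher with replicate 3 alone. Of 19 ribosomal protein probe sets, 1 was lower in watered Vagad and 2 rose under drought in RAHS-14. Of these, between the droughted genotypes, limma called 0, 4 lower when adjusted over the list alone, 1 higher and 6 lower in Vagad at an unadjusted p under 0.05, 1 higher and 5 lower by the methods' t-test, 0 after Benjamini-Hochberg adjustment, and 6 lower with replicate 3 alone. All these lists come from probe sets that the study selected on these arrays, so they are not independent evidence.

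The ratio of the 3' to the 5' actin control probe set was 41.3 on replicate 3 of droughted Vagad and 12.5 to 20.2 on the 9 arrays of the other groups. For ubiquitin it was 4.35 against 1.75 to 4.76, and for ss1 8.73 against 3.7 to 8.2. Replicates 1 and 2 of droughted Vagad lay below these ranges, at 9.23 and 5.42 for actin, 0.825 and 1.46 for ubiquitin and 0.511 and 0.33 for ss1. The highest intensity was 211739 and 117203 on replicates 1 and 2 of droughted Vagad and 17209 to 35856 on the other 10 arrays. At or below 16 lay 2.2% and 0.2% of probe sets on those replicates. Array weights estimated by limma were 0.0514, 0.0127 and 0.00862 on replicates 1, 2 and 3 of droughted Vagad. In the paper's supplementary drought lists, the median log2 change in the listed direction was 1.63, 1.55 and 0.63 on its first, second and last Vagad array for those higher in Vagad, and 2.06, 2.04 and 0.76 for those higher in RAHS-14.

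Some probe sets carry annotations that name different proteins, such as Ghi904.1.S1_s_at (a zinc finger protein and a NOT regulator) and GhiAffx60321.1.S1_x_at (a pectinesterase and TCH2). Ghi5287.1.S1_s_at is given above as a sodium/hydrogen exchanger and in Table 3b as a pectinesterase family protein. The text refers to Ghi714.1.S1_s_at as ACC oxidase, and the supplementary list annotates it as SAG29.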
